# Starvation-resistant cavefish reveal conserved mechanisms of starvation-induced hepatic lipotoxicity

**DOI:** 10.26508/lsa.202302458

**Published:** 2024-03-11

**Authors:** Macarena Pozo-Morales, Ansa E Cobham, Cielo Centola, Mary Cathleen McKinney, Peiduo Liu, Camille Perazzolo, Anne Lefort, Frédérick Libert, Hua Bai, Nicolas Rohner, Sumeet Pal Singh

## Abstract

Starvation causes the accumulation of lipid droplets in the liver, a somewhat counterintuitive phenomenon that is nevertheless conserved from flies to humans. Much like fatty liver resulting from overfeeding, hepatic lipid accumulation (steatosis) during undernourishment can lead to lipotoxicity and atrophy of the liver. Here, we found that although surface populations of *Astyanax mexicanus* undergo this evolutionarily conserved response to starvation, the starvation-resistant cavefish larvae of the same species do not display an accumulation of lipid droplets upon starvation. Moreover, cavefish are resistant to liver atrophy during starvation, providing a unique system to explore strategies for liver protection. Using comparative transcriptomics between zebrafish, surface fish, and cavefish, we identified the fatty acid transporter slc27a2a/fatp2 to be correlated with the development of fatty liver. Pharmacological inhibition of slc27a2a in zebrafish rescues steatosis and atrophy of the liver upon starvation. Furthermore, down-regulation of FATP2 in Drosophila larvae inhibits the development of starvation-induced steatosis, suggesting the evolutionarily conserved importance of the gene in regulating fatty liver upon nutrition deprivation. Overall, our study identifies a conserved, druggable target to protect the liver from atrophy during starvation.

## Abstract (precis)

Cavefish evolved protection from starvation-induced liver damage through a reduction in fatty acid uptake regulated by *FATP2*, a mechanism conserved through 400 million years of animal evolution.

## Introduction

Starvation is a severe form of malnutrition that occurs when an individual’s intake of food is inadequate to meet their body’s energy requirements. Prolonged starvation can cause permanent organ damage, stunted growth in children, and eventually death if left untreated (Hizli et al, 2007; Restellini et al, 2013). It is estimated that ∼10% of the global population suffered from chronic undernourishment in 2021 (Roser & Ritchie, 2019; FAO et al, 2022) and that ∼45% of deaths among children under the age of 5 yr are linked to undernutrition (Black et al, 2003; Bryce et al, 2005). This figure has been steadily increasing in recent years, partly because of factors such as conflicts and climate change (von Grebmer et al, 2022). Developing interventions aimed at improving starvation resistance is critically needed to fight against nutritional deficiency. Surprisingly, despite the widespread prevalence of starvation, there has been considerably more research focusing on preventing tissue damage resulting from overconsumption than from prolonged hunger.

Notably, the liver’s function and health are compromised during starvation. Almost 90 yr ago, the pediatrician Dr. Cicely Williams recognized that severe protein deficiency in children leads to fatty liver, and named the condition “kwashiorkor” (Williams, 1935, 1983; Frenk et al, 1958; Ayonrinde, 2021). Subsequently, starvation has been shown to induce the accumulation of liver fat (steatosis) in Drosophila (Gutierrez et al, 2007), zebrafish (Xu et al, 2021; Pozo-Morales et al, 2023), and mammals, including mice (B’chir et al, 2018), minks (Bjornvad et al, 2004), cats (Center et al, 1993, 77), and humans (Sakada et al, 2006; Faragalla et al, 2022). Notably, cats suffering from sudden anorexia, because of decreased food availability or being secondary to a disease, develop feline hepatic lipidosis, which is the most common hepatobiliary disease in cats. The prognosis from feline hepatic lipidosis can be positive but only with appropriate and fast nutritional treatment (Valtolina & Favier, 2017) as mortality can be close to 100% without aggressive nutrition therapy (Jacobs et al, 1989). Hepatic steatosis damages the liver via a multitude of pathways, including increased ER stress, oxidative stress, mitochondrial dysfunction, and inflammation (Geng et al, 2021; Obaseki et al, 2024). Though considerable attempts are being made to develop interventions aimed at protecting the liver from lipotoxicity in response to high-fat diet or obesity, pharmacological interventions to protect the liver during starvation are non-existent.

To uncover potential strategies for protecting the liver, we turned to adaptation strategies observed in nature. Across the animal kingdom, numerous species have developed adaptations to cope with starvation, offering potential perspectives into strategies to combat its detrimental effects (McCue, 2010; Olsen et al, 2021). To gain mechanistic insights, we used a genetically tractable and naturally occurring model of starvation resistance—the *Astyanax mexicanus* model system (Jeffery, 2020; Cobham & Rohner, 2024). *A. mexicanus* are teleost freshwater fish found in the Sierra de El Abra region of Mexico. A unique feature of *A. mexicanus* is the presence of the surface and cavefish morphs that provides an ideal comparative model system for the study of starvation response. The surface populations reside in the rivers and have constant access to nutrition. In contrast, the cave populations of this species have adapted to survive in the nutrient-poor subterranean environment, which provides limited nutrition in the dry season. Seasonal flooding during the rainy season brings nutrition inside the cave environment, leading to large fluctuations in food availability during the year (Wilson et al, 2021; Medley et al, 2022). Thus, although the surface morphs display relatively normal vertebrate physiology, the cave morphs have adapted to conditions of nutrition variation, including resistance to long periods of starvation. We took advantage of this unique system to study the response of the liver to starvation and identified the reduced expression of the fatty acid uptake gene *slc27a2a/fatp2* allowing cavefish to prevent liver damage under starvation. Targeting this pathway in both fish and flies mitigates starvation-induced hepatic steatosis and protects the liver from lipotoxicity in zebrafish. This demonstrates that the identified pathway is evolutionarily conserved for over 400 million years, highlighting its potential as a druggable target.

## Results

### Higher starvation resistance of cavefish larvae as compared to surface fish larvae

It has been previously shown that cavefish of *A. mexicanus* fare better under starvation compared with their surface cousins when grown under ad libitum feeding conditions as they are able to accumulate large fat reserves as adults (Aspiras et al, 2015). However, whether this ability is independent of feeding and present at earlier developmental stages has not been rigorously addressed. Cavefish, like most fishes, are endowed with nutrition from the mother in the form of yolk. Upon consumption of the yolk, the larvae depend on exogenous nutrients for survival. It is known that cavefish eggs possess ∼15% larger yolk depots compared with surface fish eggs (Huppop & Wilkens, 1991); however, visible yolk regression in cavefish completes by 5.5 days post-fertilization (dpf) as compared to 4.5 dpf in surface fish (Hinaux et al, 2011), implying that under laboratory conditions, *A. mexicanus* larvae enter starvation latest by 6 dpf. To assess whether cavefish larvae are more resilient to starvation as compared to surface fish larvae after this time point, we withheld nutrition and tracked daily survival. Surface fish larvae survived robustly until 10 dpf, but afterward showed a steep reduction in their survival curves (Fig 1A). In contrast, larvae of two parallelly evolved morphs of cavefish, Pachón and Tinaja, demonstrated more variability in their early survival, in line with previous observations of higher early embryonic mortality in certain laboratory strains; however, once they survived day 6 the cavefish larvae were able to survive up to 7 d longer than surface fish without food (Fig 1A).

**Figure 1.**
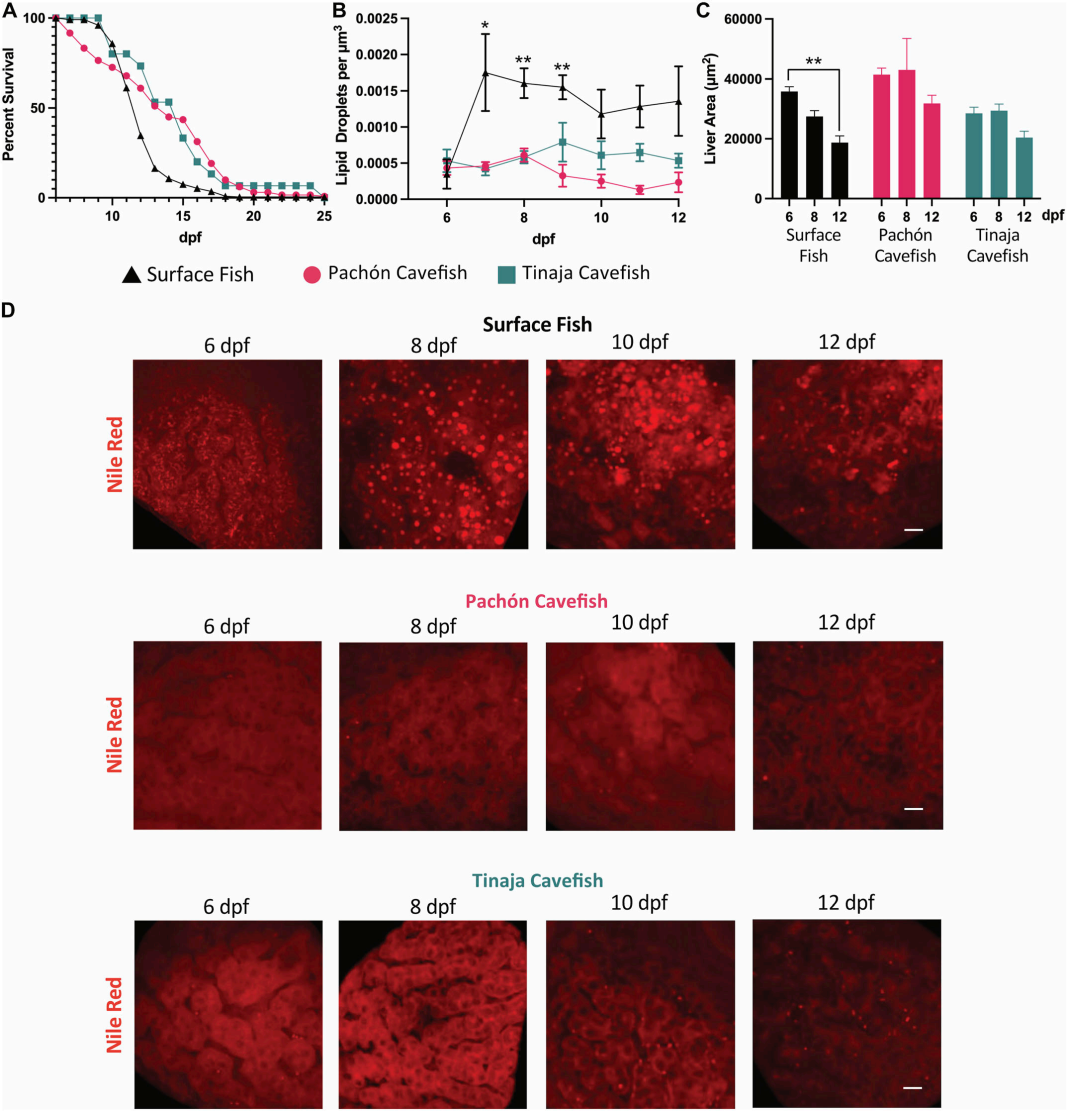
Response of cavefish and surface fish larvae to starvation. **(A)** Survival curves for surface fish, Pachón cavefish, and Tinaja cavefish larvae upon starvation are shown by log-rank Kaplan–Meier plots with a 95% confidence interval. **(B)** Number of hepatic lipid droplets per unit volume from 6 to 12 dpf under fasting. **(C)** Mean ± SEM of liver size in surface fish, Pachón cavefish, and Tinaja cavefish at 6, 8, and 12 dpf without exogenous feeding. **P < 0.01. **(D)** Maximum-intensity projections of representative livers from surface fish, Pachón cavefish, and Tinaja cavefish stained with Nile Red (red) at 6, 8, 10, and 12 dpf without exogenous feeding. Scale bar = 10 μm.

Starvation is known to induce the accumulation of liver fat and liver atrophy in vertebrates (Center et al, 1993; B’chir et al, 2018). To test whether cavefish evolved a different tissue response to starvation, we quantified lipid droplet accumulation in the liver using Nile Red staining. In line with observations from other species, we observed an accumulation of lipid droplets in the liver of surface fish upon starvation, peaking at 7 dpf (Fig 1B and D). However, strikingly, we did not detect any noticeable increase in lipid droplets in the liver of cavefish during starvation (Fig 1B and D). Furthermore, we noticed that surface fish display starvation-induced liver atrophy, with the liver size decreasing by 48% from 6 to 12 dpf (*P* = 0.002) (Fig 1C). However, the cavefish liver seemed to be more resilient to starvation-induced liver atrophy, with Pachón and Tinaja showing only a more modest reduction of 23% (*P* = 0.15) and 28% (*P* = 0.17), respectively, over the 6 d of starvation. To our knowledge, this is the first report of a model organism that is able to avoid starvation-induced hepatic steatosis.

### Liver atrophy upon accumulation of hepatic lipid droplets

We investigated the relationship between the accumulation of hepatic lipid droplets and liver atrophy upon starvation. It is known from non-alcoholic fatty liver disease that liver damage occurs when hepatic steatosis proceeds to steatohepatitis, characterized by the presence of inflammation (Younossi et al, 2023). However, to our knowledge, it is not known whether liver damage upon starvation progresses through a similar sequence of events. To investigate this, we turned to the zebrafish as a model system, where we and others have shown robust development of starvation-induced hepatic steatosis (Xu et al, 2021; Pozo-Morales et al, 2023), similar to surface fish. We used zebrafish with a WT genotype for the *slc16a6a* gene (Fig S1), as mutation in the gene has been shown to enhance lipid accumulation in the liver (Hugo et al, 2012). We visualized hepatic lipid droplets in the *Tg(fabp10a:EGFP)* reporter line, which marks hepatocytes with green fluorescence, using Nile Red staining of neutral lipids. We found that at 4 dpf, zebrafish display very little hepatic lipid droplets, whereas at 6 dpf, without exogenous feeding, zebrafish enter a fasting state with robust hepatic steatosis (Fig 2A) (Pozo-Morales et al, 2023). After 6 dpf, hepatic lipid droplets decreased (Fig 2A and C) and liver atrophied (Fig 2A and G). To quantify the macrophage presence as an indicator of inflammation, we took advantage of the double transgenic zebrafish line *Tg(fabp10a:mCherry)*; *Tg(mpeg1.1:EGFP)* to visualize hepatocytes and liver macrophages in vivo. Notably, because of the pH stability of mCherry, this combination allowed us to not only visualize macrophages, but also detect the presence of hepatic phagocytic debris in macrophages (Fig 2B). We found a significant increase in the number of macrophages in the liver at 7 and 8 dpf (Fig 2B and C), suggesting a transition from steatosis to steatohepatitis. Furthermore, the livers of 8 dpf fed animals, in which we have previously shown resolution of lipid droplets (Pozo-Morales et al, 2023), have baseline levels of the macrophage presence (Fig S2A and B; compare Fig S2B with Fig 2C), suggesting that the macrophage infiltration is specific to fasting.

**Figure S1.**
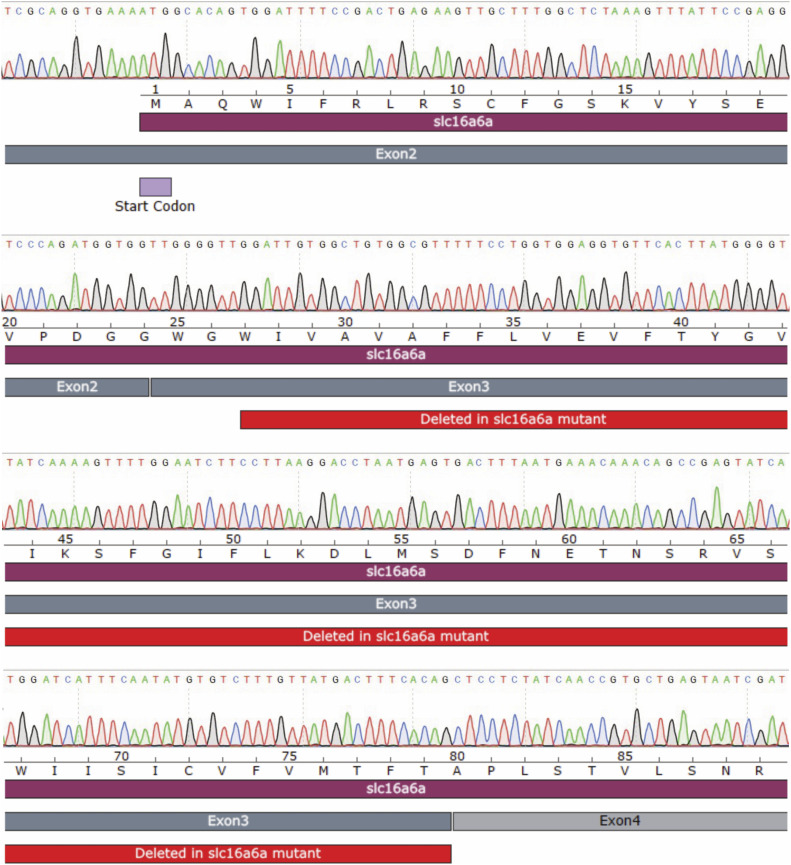
*slc16a6a* is not mutated in the experimental animals. A representative chromatogram of the *slc16a6a* cDNA generated from *Tg(fabp10a:EGFP)* animals used in the study. The start codon, exons 2 and 3 of the *slc16a6a* gene, and the region deleted in the *slc16a6a* mutant *s951* (Hugo et al, 2012) are labeled.

**Figure 2.**
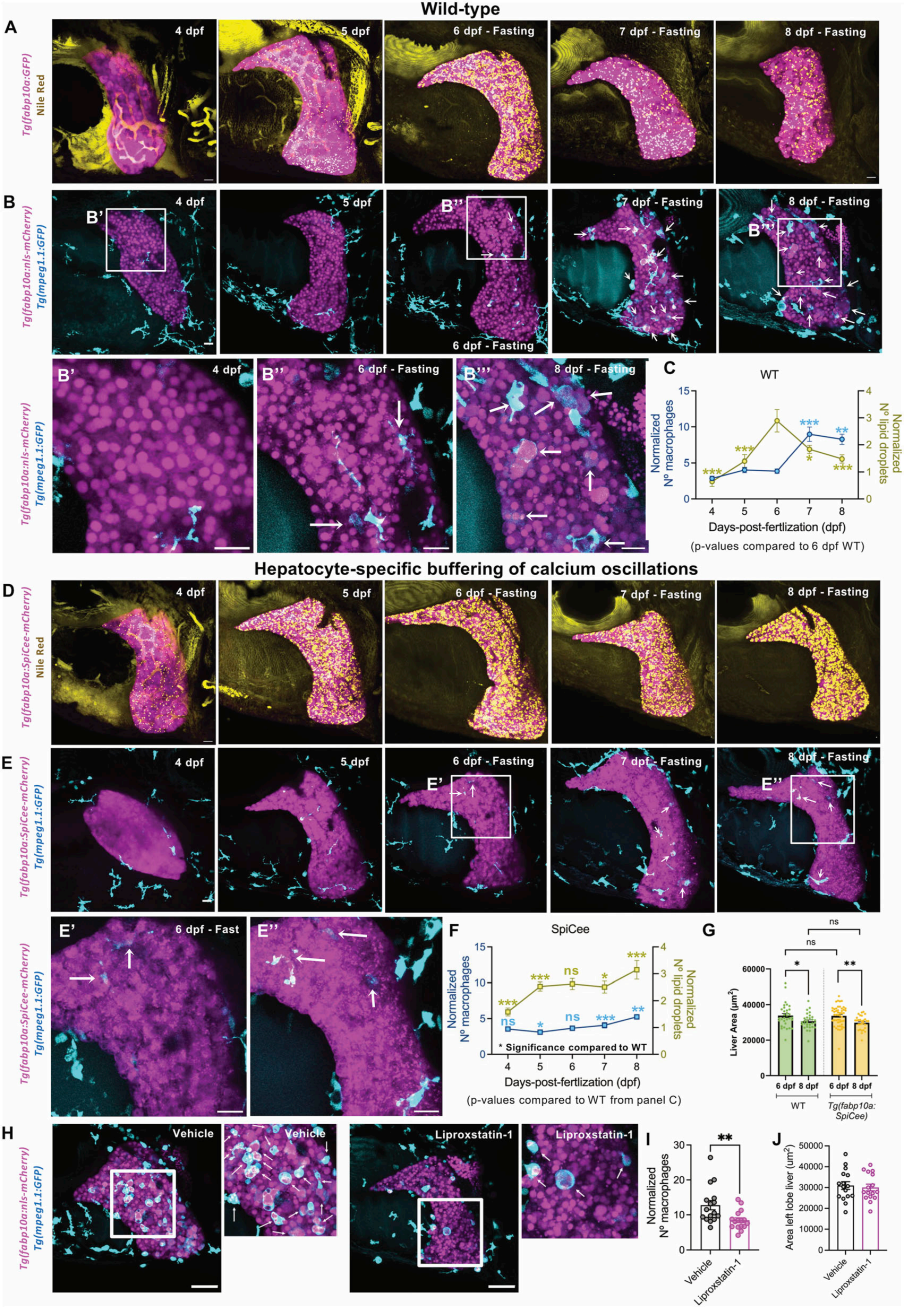
Reduction in the size of liver upon accumulation of lipid droplets during starvation. **(A)** Maximum-intensity projections (MIP) of *Tg(fabp10a:GFP)* (referred to as WT) stained with Nile Red. Hepatocytes are false-colored in pink and lipid droplets in yellow. A timeline from 4 to 8 dpf of zebrafish larvae without exogenous food is presented. **(B)** Representative MIP images of timeline from *Tg(fabp10a:nls-mCherry); Tg(mpeg1.1:EGFP)* zebrafish from 4 to 8 dpf under the fasting condition. Arrows label macrophages with hepatocyte debris. A zoom of boxed regions is presented below the images. **(C)** Line trace representing lipid droplets and macrophages normalized to the liver area from 4 to 8 dpf. Comparisons with 6 dpf are represented. *P*-values: * < 0.05; ** < 0.01, and *** < 0.001, ANOVA test followed by the post hoc Tukey test. **(D)** MIP of Nile Red staining of *Tg(fabp10a:SpiCee-mCherry)*, with hepatocytes false-colored in pink and lipid droplets in yellow. Representative images from 4 to 8 dpf fasting are presented. **(E)** Livers from 4 to 8 dpf from fasting *Tg(fabp10a:SpiCee-mCherry); Tg(mpeg1.1:EGFP)* are presented with MIP. Macrophages with hepatocyte debris are marked with arrows. A zoom of boxed regions is presented below the images. **(F)** Line trace representing lipid droplets and macrophages normalized to the liver area from 4 to 8 dpf in *Tg(fabp10a:SpiCee-mCherry)* animals. Comparisons with WT are shown. *P*-values: ns, not significant, * < 0.05, ** < 0.01, and *** < 0.001, *t* test or Mann–Whitney *U* test depending on the normality of the data. **(G)** Mean ± SEM of liver size in WT and *Tg(fabp10a:SpiCee-mCherry)* at 6 and 8 dpf without exogenous feeding. *P*-values: ns, not significant, * < 0.05, and ** < 0.01, *t* test. **(H)** Snapshots of livers at 8 dpf from *Tg(fabp10a:nls-mCherry); Tg(mpeg1.1:GFP)* fasting animals treated with 0.17% DMSO (vehicle) or 50 μM liproxstatin-1. Hepatocytes are false-colored in pink, and macrophages are false-colored in cyan. White arrows indicate macrophages with hepatocyte phagocytosis. **(I)** Mean ± SEM of the number of macrophages normalized by liver area in vehicle- and liproxstatin-1–treated animals. Each point represents a single animal. **P < 0.01, Mann–Whitney *U* test. **(J)** Mean ± SEM of the liver area in control and liproxstatin-1–treated animals at 8 dpf. Scale bar for all panels = 20 μm.

**Figure S2.**
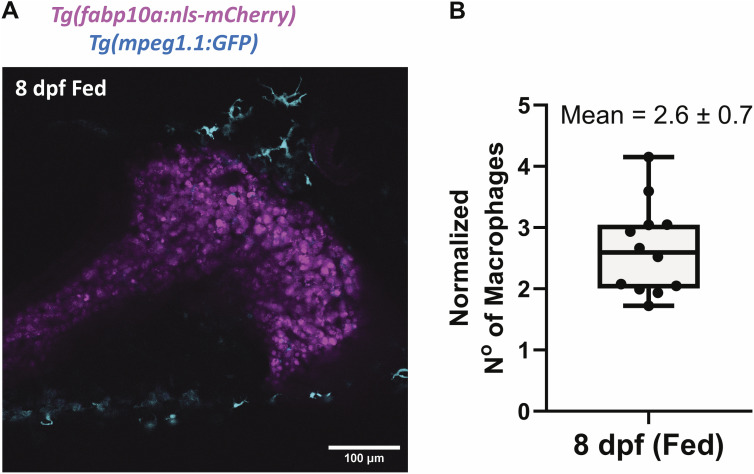
Macrophages in the liver of 8 dpf zebrafish upon normal feeding. **(A)** Confocal image of *Tg(fabp10a:nls-mCherry); Tg(mpeg1.1:EGFP)* zebrafish at 8 dpf under fed conditions. **(B)** Distribution of the number of macrophages present in the liver normalized by the area of the liver at 8 dpf upon feeding. Each point represents a single animal.

Next, to investigate the relationship between hepatic lipid use and inflammation, we manipulated turnover of lipid droplets in the liver. We had previously shown that buffering of calcium signaling in the hepatocytes, accomplished by the hepatocyte-specific expression of a genetically encoded buffer of cytosolic calcium oscillations called *SpiCee* (Ros et al, 2020), initiates hepatic steatosis at 4 dpf, in the fed state (Pozo-Morales et al, 2023). Here, we investigated the hepatic lipid content in the *Tg(fabp10a:SpiCee-mCherry)* animals upon fasting. In 6 dpf animals devoid of exogenous food, hepatocytes from SpiCee-expressing and control animals had similar levels of lipid droplets (compare Fig 2B and C with Fig 2D and F). However, although the control animals reduce the droplets, SpiCee-expressing hepatocytes do not show a reduction in lipids until 8 dpf, maintaining a steady level of lipid droplets (Fig 2D and F). Strikingly, livers from SpiCee-expressing animals did not show a significant increase in liver macrophages from 6 to 8 dpf (Fig 2E and F). This suggests that reducing the turnover of lipid droplets protects the liver from inflammation. However, the liver in SpiCee-expressing animals did undergo atrophy at the same rate as the liver in WT animals (Fig 2G), suggesting that inhibiting lipid use cannot protect the liver from atrophy.

In accordance with the model where the lipid droplet turnover correlates with inflammation, several studies have suggested the role of lipid droplets as a store of potential pro-inflammatory molecules (Bailey et al, 2015; Feng & Stockwell, 2018; Jarc & Petan, 2020). Degradation of lipid droplets releases polyunsaturated fatty acids that can react with reactive oxygen species to generate cytotoxic lipid peroxidation molecules (Danielli et al, 2023). To evaluate whether lipid peroxides generated by lipid droplet degradation modulate the inflammatory response in the zebrafish liver, we treated *Tg(fabp10a:nls-mCherry);Tg(mpeg1.1:GFP)* animals with liproxstatin-1 (lipid peroxidation inhibitor) from 6 to 8 dpf under starvation. Reduction in lipid peroxidation decreased macrophages in the liver (Fig 2H and I), suggesting a role of lipids in steatohepatitis. However, liproxstatin-1 treatment could not protect the liver from atrophy, as the size of the liver between control and liproxstatin-1–treated animals was the same at 8 dpf (Fig 2J).

Overall, our data provide evidence that reduction in lipid flux or inflammation does not protect the liver from atrophy during starvation in the zebrafish larval stage.

### Inhibition of hepatic lipid accumulation protects the liver from atrophy during starvation

As the liver size reduces after the accumulation of lipid droplets, irrespective of the lipid flux or inflammatory status, the best strategy to protect the liver is potentially to avoid lipid droplet formation during starvation, as done by cavefish. With this, potentially cytotoxic lipid products are not accumulated in the hepatocytes. To understand how cavefish prevent the formation of lipid droplets upon starvation, we compared transcriptomes of livers from the fed and fasting state. We profiled the liver from 4 (fed) and 6 dpf (fasting) zebrafish larvae, and 5 (fed) and 7 dpf (fasting) surface fish and Tinaja cavefish larvae. Upon performing 2-D dimensionality reduction in the transcriptomes using multidimensional scaling, we observed that the species was separated on the x-axis, suggesting species-specific responses to starvation (Fig 3A). However, the y-axis represented the fed-to-fast transition for the two species, suggesting a shared response to nutrition deprivation (Fig 3A). Notably, this underscores the fact the cavefish larvae also undergo starvation after 6 dpf.

**Figure 3.**
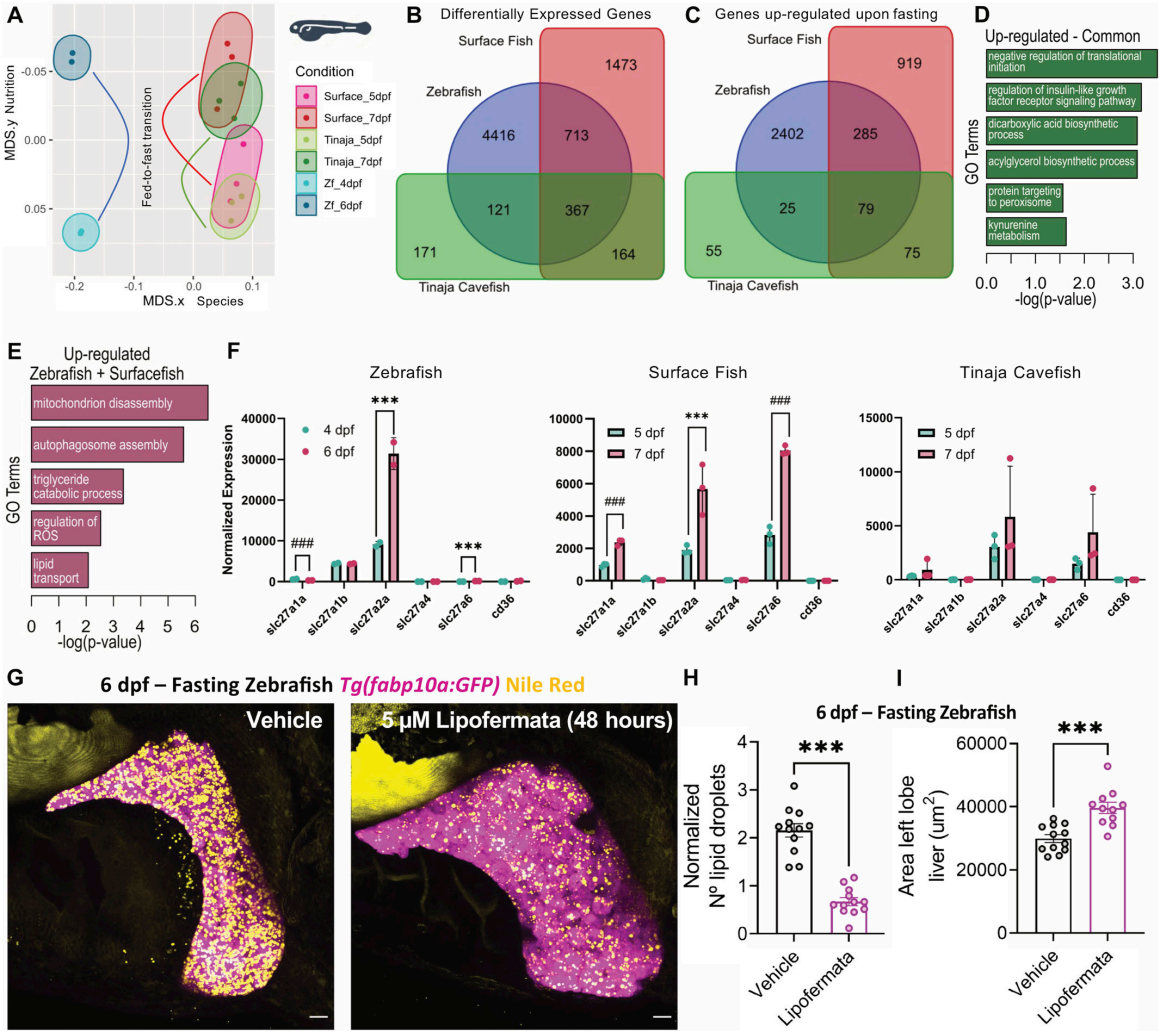
*Slc27a2a* is responsible for starvation-induced lipid accumulation. **(A)** Multidimensional scaling plot of gene expression changes in the liver upon fasting in zebrafish, surface fish, and Tinaja cavefish. For zebrafish, livers from 4 dpf were compared with 6 dpf, whereas for surface and cavefish, the comparison was made between 5 and 7 dpf. **(B, C)** Venn diagram of differentially expressed genes (B) and genes up-regulated by fasting (C) for the three animals. **(D, E)** Gene ontology (GO) analysis for genes up-regulated by fasting in all the three animals (D) and for zebrafish and surface fish only (E). **(F)** Barplot displaying the changes in lipid transporters upon fasting. *** false discovery rate < 0.05 and log_2_(fold change) > 1.5. ### (false discovery rate) < 0.05, but log_2_(fold change) < 1.5. **(G)** Maximum-intensity projections of 6 dpf fasting *Tg(fabp10a:GFP)* (pink) with Nile Red staining (yellow) treated with 5 μM of lipofermata or 0.01% of DMSO (vehicle) from 4 to 6 dpf fast. Scale bar = 20 μm. **(H, I)** Barplot with the mean ± SEM of the number of lipid droplets per liver (H) and liver size (I) in vehicle- and lipofermata-treated animals. Each point represents a single animal. ns, not significant, ***P < 0.001, *t* test.

A differential gene expression (DGE) analysis identified 367 genes to be modulated in all three groups (Fig 3B). Among these, 79 genes were up-regulated in the starvation state (Fig 3C). Gene ontology (GO) analysis revealed that these 79 genes were enriched in “regulation of translational initiation,” “insulin-like growth factor signaling,” “acylglycerol biosynthetic pathway,” and “protein targeting to peroxisomes” (Fig 3D). We next focused on genes up-regulated upon starvation in zebrafish and surface fish, but not in cavefish. These 285 genes were enriched in “mitochondrion disassembly,” “autophagosome assembly,” “triglyceride catabolic process,” “regulation of reactive oxygen species,” and “lipid transport” (Fig 3E). Among the lipid transporters, we observed that the long-chain fatty acid transporter, *slc27a2a*, was differentially regulated in zebrafish and surface fish, but not in cavefish (Fig 3F).

The lipid transporter *slc27a2a* is the fish homologue of SLC27A2, also known as FATP2 (fatty acid transport protein 2), and belongs to the SLC27 family of lipid transporters (Anderson & Stahl, 2013).

To evaluate the role of *slc27a2a* during starvation, we treated zebrafish larvae with lipofermata, a specific inhibitor for SLC27A2 (Perez et al, 2020), from 4 to 6 dpf, and checked the impact of the drug at 6 dpf, and for 2 days post-treatment (dpt). At 6 dpf (0 dpt), livers from lipofermata-treated starved animals showed a dramatic reduction in the number of lipid droplets accumulated within the hepatocytes compared with vehicle-treated animals (Fig 3G and H). At 8 dpf (2 dpt), we observed an accumulation of lipid droplets in the liver, suggesting the inhibition is reversible (Fig S3A and B). Surface fish larvae treated with lipofermata showed the same trend: reduction in starvation-induced hepatic droplets after 48 h of treatment, and their accumulation after removal of the treatment (Fig S3D).

**Figure S3.**
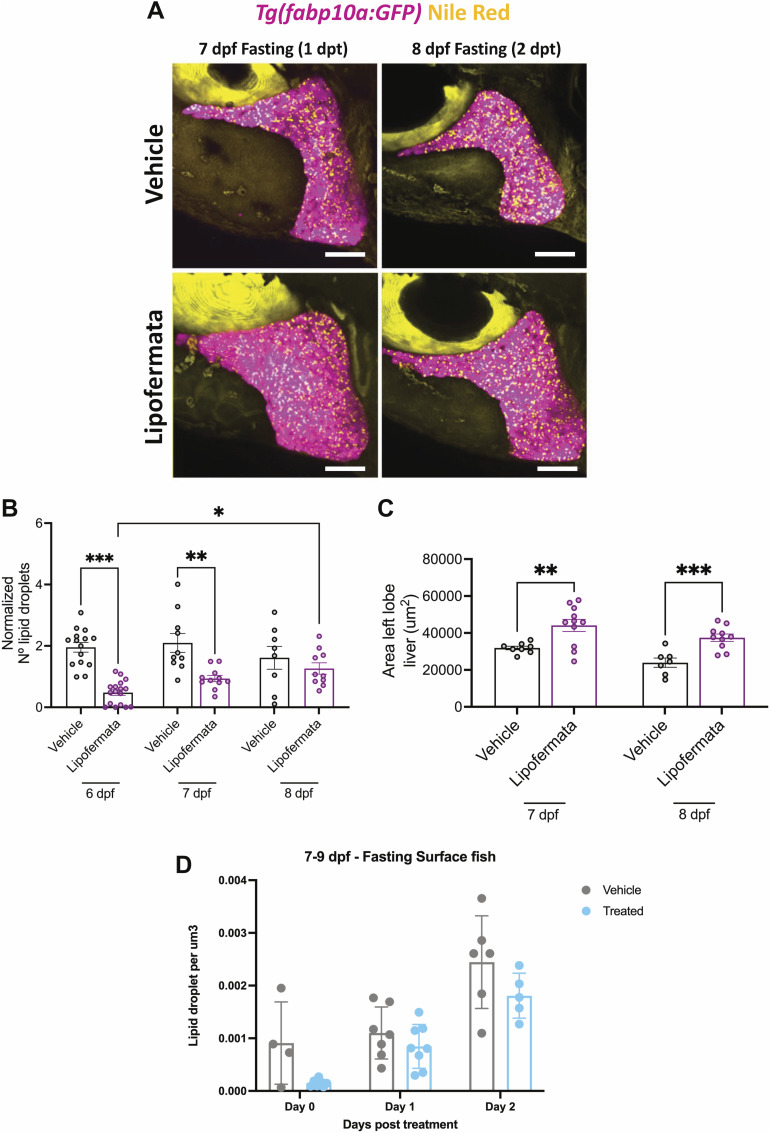
Accumulation of hepatic lipid droplets after removal of lipofermata. **(A, B, C)** *Tg(fabp10a:GFP)* zebrafish were treated with 5 μM of lipofermata or 0.01% of DMSO (vehicle) from 4 to 6 dpf fast. The drugs were washed, and the animals were allowed to recover. **(A)** Maximum-intensity projections of 7 and 8 dpf fasting *Tg(fabp10a:GFP)* (pink) with Nile Red staining (yellow) treated with 5 μM of lipofermata or 0.01% of DMSO (vehicle) from 4 to 6 dpf fast. Scale bar = 20 μm. **(B, C)** Barplot with the mean ± SEM of the number of lipid droplets per liver (B) and liver size (C) in vehicle- and lipofermata-treated animals. **(D)** Surface fish larvae were treated with 2 μM of lipofermata or 0.01% of DMSO (vehicle) from 5 to 7 dpf fast. The drugs were washed, and the animals were allowed to recover for 48 h. Barplot with the mean ± SD of the number of lipid droplets normalized by liver volume in vehicle- and lipofermata-treated surface fish larvae. Each point represents a single animal. *P < 0.05, **P < 0.01, and ***P < 0.001, *t* test.

Next, we quantified liver size under the same treatment regimen and observed a striking increase in the size of the liver (Fig 3I). Notably, the increase in liver size was present at 6 dpf (0 dpt) and persisted at least until 8 dpf (2 dpt) (Fig S3A and C).

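Livers of fasting zebrafish larvae were compared after 48 h with lipofermata, a small molecule that inhibits the long-chain fatty acid transporter FATP2 (encoded by slc27a2a), or with its solvent DMSO as the vehicle. Treatment started at 4 dpf with 5 μM lipofermata, against 0.01% DMSO in the vehicle group, and livers were taken at 6 dpf. Each group had 2 replicates, each a pool of the livers of 30 larvae. Neither the paper nor the sample labels say whether the replicates came from separate clutches. Polyadenylated RNA was made into stranded libraries. According to the submitters' processing notes, the authors aligned the reads to GRCz11 with HISAT2 and counted them per gene with featureCounts. The deposited values are those counts, with no normalization applied.
The 4 libraries held 14997821 to 19368695 counts. Of 32058 gene rows, 22295 had at least 1 count and 14925 had enough counts to be tested. Across genes, counts of the 2 vehicle libraries had a Spearman correlation of 0.973 and those of the 2 lipofermata libraries 0.985, against 0.920 to 0.935 between the groups; genes are not independent replicates. The 10 most abundant genes took 23.9% and 25.3% of the counts in the vehicle libraries, and 16.4% and 16.2% in the lipofermata libraries. Transcripts of the mitochondrial genome made up 13.0% and 11.4% with vehicle, and 8.50% and 7.73% with lipofermata. Counts were scaled by the trimmed mean of M-values (TMM) and are given as CPM. Genes were tested with edgeR's quasi-likelihood test at an adjusted p under 0.1, the false discovery rate the paper uses. With 2 pools per group, an exact two-sided permutation test cannot give a p below 0.333, so every p rests on a spread that the model shares across genes. The 44 gene lists described beside the results were written before the deposited counts were examined, but with the paper and its Table S1 already read, and 2 of them are the paper's own picks. The 43 lists with at least 3 tested genes were tested with camera at an adjusted p under 0.05. Camera was also run with an estimated correlation between genes. That version takes its degrees of freedom from the 4 libraries, and no list passed, whatever its correlation.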

To identify the genes regulated by the lipofermata treatment, we performed DGE analysis of livers collected from 6 dpf fasting zebrafish treated with vehicle or lipofermata (Fig S4A). 

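After 48 h with lipofermata, 2479 genes rose and 2527 fell in the liver, and by at least 2-fold, 998 rose and 1286 fell (n = 2 pools of livers per group). Genes past the test were ranked if they had a mean of at least 5 CPM, groups fully apart and no clone name as symbol. Among these, the largest rise was in cyp1b1, a cytochrome P450 that oxidizes aromatic hydrocarbons. It had 4 counts in the vehicle group, all in replicate 1, and 1605 in the lipofermata group (log2 fold change 8.24, and 12.5 without vehicle replicate 1, against a library with 0 counts). The largest fall among the ranked genes was in loxl1, a lysyl oxidase that crosslinks elastic fibers, from 45.8 ± 7.64 to 1.40 ± 0.279 CPM (SD, n = 2). This is a log2 fold change of -5.02 (standard error 0.23, adjusted p = 2.0e-06 from edgeR's quasi-likelihood test). Of 28 tested genes for secreted proteins and regulators of hepatocytes, 14 fell, 1 rose and 13 did not pass the test (15 fell and 2 rose when adjusted over the list alone). Their median log2 fold change was -0.39 (camera, adjusted p = 0.0010, adjusted p = 0.786 with an estimated correlation and 0.125 from fry). Those that fell include the plasma protein genes ahsg2 (-1.96) and rbp4 (-1.04) and hnf4a (-1.21), a transcription factor of hepatocyte identity. The transcription factor cebpa rose by 0.39, and did not pass with DESeq2 or when either lipofermata replicate was left out.
Other genes with large rises were aifm4 (log2 fold change 4.38), an oxidoreductase related to apoptosis-inducing factor, mb (3.97), which encodes myoglobin, and c3a.4 (3.81), a complement component. The iron storage gene fthl31 (3.80), the scaffold gene iqgap3 (3.74), prdx1 (3.59), a peroxiredoxin that removes peroxides, and the transcription factor sox4b (3.49) rose as well. The itaconate synthesis gene irg1l rose by 4.57, which was 3.56 without vehicle replicate 1, 6.62 without vehicle replicate 2 and 3.72 without lipofermata replicate 2. The membrane protein gene tmem176l.2 rose by 3.44, which was 4.66 without vehicle replicate 1 and 2.67 without lipofermata replicate 2. Genes with large falls were the keratin krt15 (-4.53), ppp1r3ca (-3.98), which targets a phosphatase to glycogen, the polo-like kinase plk2b (-3.62) and colq (-3.56), which anchors acetylcholinesterase. The matrix proteoglycan vcanb fell by 4.51, with -2.99 without vehicle replicate 1, -5.21 without vehicle replicate 2, -3.87 without lipofermata replicate 1 and -5.55 without lipofermata replicate 2. The coagulation factor gene f8 had -3.50, with -1.74 without vehicle replicate 1 and -4.23 without vehicle replicate 2. The endothelial adhesion gene sele had -3.34, with -2.68 without vehicle replicate 1.
Scaled by total counts alone, 5092 genes rose and 1182 fell, so that 81.2% of the changed genes were higher in place of 49.5%, and by at least 2-fold, 2320 rose and 739 fell. This scaling shifts the log2 fold change of the median gene by 0.39 and puts the median of the hepatocyte genes at 0.0061, with 6 higher and 10 lower, so directions are given relative to the other genes of the same liver. Without lipofermata replicate 1, 1128 genes rose and 1284 fell (642 and 1000 by at least 2-fold, with 5 of the hepatocyte genes lower), and without lipofermata replicate 2, 1342 rose and 1469 fell (with 8 of the hepatocyte genes lower).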

The analysis identified an up-regulation of 843 genes and a down-regulation of 1,067 genes in the liver upon lipofermata treatment (Table S1). Notably, genes related to cell cycle, including cyclins (*ccna2*, *ccnb1*, *ccnb2*, *ccnb3*), Ki-67 (*mki67*), and polo-like kinase 1, were up-regulated upon lipofermata treatment (Fig S4B). 

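Genes of mitosis rose almost as a whole list. Of 57 tested genes of mitosis and G2/M, 54 rose and 3 did not pass the test (54 rose also when adjusted over the list alone), and their median log2 fold change was 2.65. The gene mki67 (ENSDARG00000091150), whose product Ki-67 coats mitotic chromosomes, rose from 5.60 ± 4.00 to 38.4 ± 3.13 CPM (SD, n = 2 pools of livers). The kinase gene plk1 (ENSDARG00000058471), which acts at mitotic entry and in spindle assembly, rose from 3.35 ± 0.345 to 13.7 ± 2.92 CPM (SD, n = 2). In the same livers, 26 of 29 tested markers of endothelial cells fell.
On the log2 scale, mki67 rose by 2.72 (standard error 0.34, adjusted p = 4.8e-04 from edgeR's quasi-likelihood test) and plk1 by 2.04 (standard error 0.25, adjusted p = 4.7e-04 from the same test). Among the other genes of mitosis, top2a, a topoisomerase that separates chromosomes, rose by 3.24, the cytokinesis kinesin kif23 by 3.23, the spindle factor tpx2 by 3.00 and the condensin subunit ncapd2 by 2.28. The mitotic cyclins, which activate Cdk1, rose by 2.47 (ccna2, ENSDARG00000011094), 3.01 (ccnb1, ENSDARG00000051923), 2.80 (ccnb2, ENSDARG00000036180) and 2.76 (ccnb3, ENSDARG00000034855). The counts behind ccnb2 were 6 with vehicle and 54 with lipofermata, and those behind ccnb3 were 12, all in vehicle replicate 1, and 98. The gene cdc23 (ENSDARG00000044484), a subunit of the anaphase-promoting complex, rose by 1.24. The members of the list that did not pass the test had log2 fold changes of -0.27 for cdc16, 0.02 for cdc27 and -0.14 for the ubiquitin-conjugating enzyme gene ube2c (ENSDARG00000101618). A gene outside the list that carries the same name ube2c (ENSDARG00000114670) rose from 2 to 161 counts, 63.7-fold (95% counting interval 17.4 to 531). By the GRCz11 locations in Table S1, plk1 lies on chromosome 1, ccnb1 on 5, ccnb2 and ccnb3 on 7, mki67 on 12, ccna2 on 14 and cdc23 on 21.
The list of mitosis and G2/M had an adjusted p of 2.3e-20 from camera, with adjusted p = 0.581 with an estimated correlation and 0.055 from fry. All 7 genes of Fig S4B rose (7 also when adjusted over the list alone), with a median of 2.72 (camera, adjusted p = 7.0e-05, and adjusted p = 0.581 with an estimated correlation). The study picked these genes on the same samples and all 7 are members of the longer list, so their count is not independent evidence. Over the longer list, vehicle replicate 1 exceeded vehicle replicate 2 by a median of 0.88 on the log2 scale. Without vehicle replicate 1, the log2 fold changes were 3.79 for mki67, 4.20 for top2a, 3.06 for ccna2 and 4.53 for ccnb1, and without vehicle replicate 2 they were 2.41 for ccnb1 and 1.94 for ccnb3. For ccnb3, limma voom gave 3.78, and leaving out vehicle replicate 1 gave 8.44 against a library with 0 counts. Without lipofermata replicate 1, ccnb2 and cdc23 did not pass the test (adjusted p = 0.19 and 0.14), and without lipofermata replicate 2, ccnb2 did not pass (adjusted p = 0.12), within ranges over the alternatives of 0.0072 to 0.19 for ccnb2 and 7.4e-04 to 0.14 for cdc23.

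**Figure D1:**
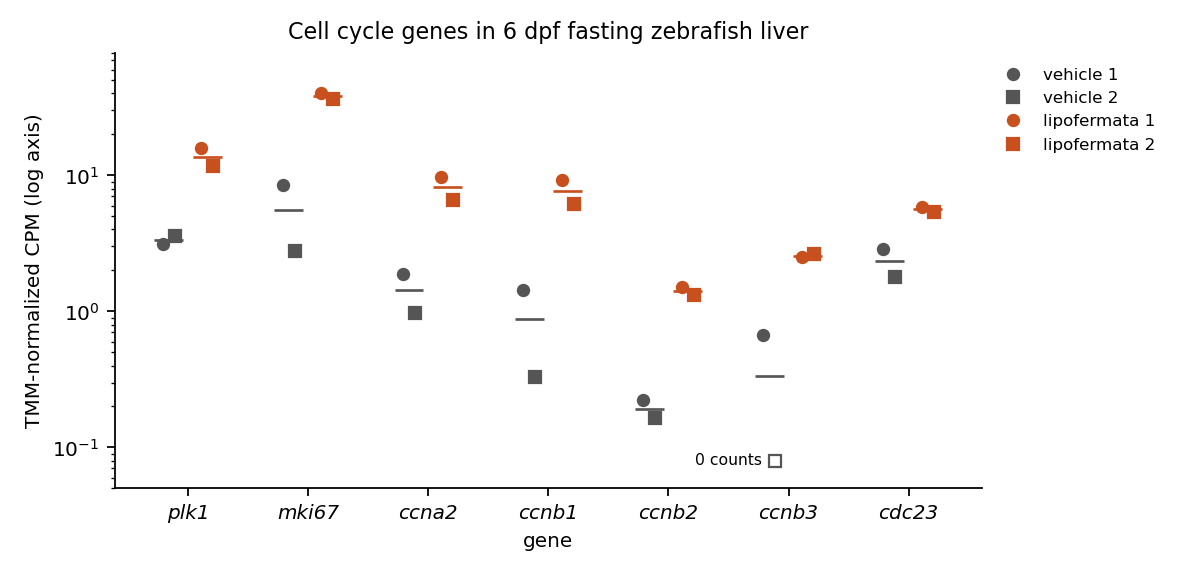
TMM-normalized CPM of the 7 cell cycle genes of Fig S4B in each of the 4 libraries, on a log axis; circles are replicate 1, squares replicate 2 and horizontal lines the group means. For every gene both lipofermata libraries lie above both vehicle libraries; the open square marks ccnb3 in vehicle replicate 2, which had 0 counts and has no place on the axis.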

The increase in cell cycle–related genes corroborates the increase in liver size in lipofermata-treated animals. Furthermore, lipofermata treatment led to a reduction in the expression of cytokines, including TNF superfamily member 10 (*tnfsf10*), chemokine ligands (*ccl25b*, *cxcl12a*, *cxcl18b*), and BMP/TGF-beta pathway ligands (*bmp2a*, *tgfb1a*, *tgfb1b*) (Fig S4C), suggesting the lowering of the inflammatory molecules in the milieu. However, the number of macrophages in the liver did not change upon lipofermata treatment (Fig S4D). 

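All 7 ligand genes of Fig S4C fell with lipofermata. The gene tnfsf10 (ENSDARG00000057241, chromosome 24), which encodes the death ligand TRAIL, fell from 3.40 ± 0.733 to 0.763 ± 0.16 CPM (SD, n = 2 pools of livers), a log2 fold change of -2.14 (standard error 0.48, adjusted p = 0.0092 from edgeR's quasi-likelihood test). The chemokine gene cxcl18b (ENSDARG00000075045, chromosome 1) fell by 2.73, and cxcl12a (ENSDARG00000037116, chromosome 13), the ligand of Cxcr4, by 2.65. The chemokine gene ccl25b (ENSDARG00000070873, chromosome 11) had 48 counts with vehicle and 0 with lipofermata, at least 20.2-fold lower against a floor of 3 counts over the group. In the same livers, markers of endothelial cells fell, with a median log2 fold change of -1.72 over 29 tested genes.
Of 24 tested cytokine and chemokine genes, 10 fell, 2 rose and 12 did not pass the test (12 fell and 2 rose when adjusted over the list alone). The neutrophil-attracting chemokine cxcl8b.3 fell by 3.90, with -5.37 without lipofermata replicate 1 and -3.22 without lipofermata replicate 2, and ccl38.6 fell by 2.41. The gene cxcl19 rose from 2 to 114 counts, 45.1-fold (95% counting interval 12.2 to 377), a log2 fold change of 5.38, with 8.67 without vehicle replicate 1 and 4.68 without vehicle replicate 2. The cytokine mif rose by 0.64, and did not pass with DESeq2, without vehicle replicate 1 or when either lipofermata replicate was left out. Of 24 tested interferon-stimulated genes, 13 fell and 11 did not pass (14 fell and 1 rose when adjusted over the list alone), among them stat1b (-3.41), a transcription factor of the interferon response, isg15 (-1.52), a ubiquitin-like modifier, and ifit14 (-3.98). The antiviral gene mxb had 51 counts with vehicle and 1 with lipofermata, 0.0155 times as many after scaling (95% counting interval 3.9e-04 to 0.0904), with a log2 fold change of -5.69 that was -7.80 without lipofermata replicate 1 and -4.90 without lipofermata replicate 2.
Markers of immune cells were mixed. Of 19 tested macrophage markers, 10 fell and 9 did not pass (10 fell and 1 rose when adjusted over the list alone), with the integrin itgb2 at -1.76 and a median of -1.32 (camera, adjusted p = 0.083, in a range over the alternatives of 1.8e-08 without vehicle replicate 2 to 0.91 with an estimated correlation). Over these markers vehicle replicate 1 exceeded vehicle replicate 2 by a median of 1.67, and without vehicle replicate 1 the median was 0.12, with 3 genes higher and 1 lower of 20 tested, and without vehicle replicate 2 it was -2.01, with 20 lower. With total-count scaling 2 fell and 1 rose, and 6 fell with DESeq2 or when either lipofermata replicate was left out. Camera passed with total counts, with the filter at 0.5 CPM, with no filter and without lipofermata replicate 2 (adjusted p = 0.0035, 0.026, 0.012 and 0.018). Of 12 tested neutrophil markers, 2 rose and 2 fell, also when adjusted over the list alone, with a median of -0.05 (camera, adjusted p = 0.99). The collagenase gene mmp13a rose from 2 to 295 counts (ENSDARG00000114451, 117-fold, 95% counting interval 32.0 to 968; log2 fold change 6.75, with 10.0 without vehicle replicate 1, 6.06 without vehicle replicate 2 and 6.12 without lipofermata replicate 2), the granule proteoglycan srgn fell by 1.27 and npsn fell from 55 to 4 counts (-4.08, with -7.92 without lipofermata replicate 1 and -3.18 without lipofermata replicate 2); cebpa, the other that rose, also belongs to the hepatocyte genes. Of the lymphocyte markers only the cytokine receptor gene il2rgb had enough counts to be tested, with 49 counts against 6 (log2 fold change -3.22), and it did not pass without vehicle replicate 1 or without lipofermata replicate 2. Among endothelial markers, tie1 (-2.60) and pecam1 (-2.35), which encode a receptor and an adhesion molecule of the vessel wall, the scavenger receptor stab1 (-2.97) and plvapb (-1.99) fell. Of the other 3 markers, plvapa rose by 1.59, with 2.32 without vehicle replicate 2, and did not pass without vehicle replicate 1 or when either lipofermata replicate was left out, and 2 did not pass the test (26 fell and 1 rose also when adjusted over the list alone).
The adjusted p from camera was 7.0e-05 for the genes of Fig S4C (median -2.14), 0.013 for cytokines and chemokines (median -0.91) and 1.8e-13 for endothelial markers, each with adjusted p = 0.581 with an estimated correlation, and 0.0014 for interferon-stimulated genes (median -0.71), with adjusted p = 0.678 with an estimated correlation. The study picked the genes of Fig S4C on the same samples, so that their count (7 also when adjusted over the list alone) is not independent evidence, and 4 of them are among the 24 cytokines and chemokines. Without vehicle replicate 1, the median of the cytokines and chemokines was -0.18 (camera, adjusted p = 0.81, the highest over the alternatives, against 1.5e-04 with total-count scaling, the lowest). The log2 fold change of cxcl12a was -1.77 without lipofermata replicate 1, -4.98 without lipofermata replicate 2 and -3.31 with limma voom; that of stat1b was -2.61 without vehicle replicate 1 and -4.39 without lipofermata replicate 1. For ifit14 it was -3.11 without vehicle replicate 1, -5.98 without lipofermata replicate 1 and -3.20 without lipofermata replicate 2. With lipofermata replicate 2 left out, 8 of the interferon-stimulated genes fell.

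**Figure D2:**
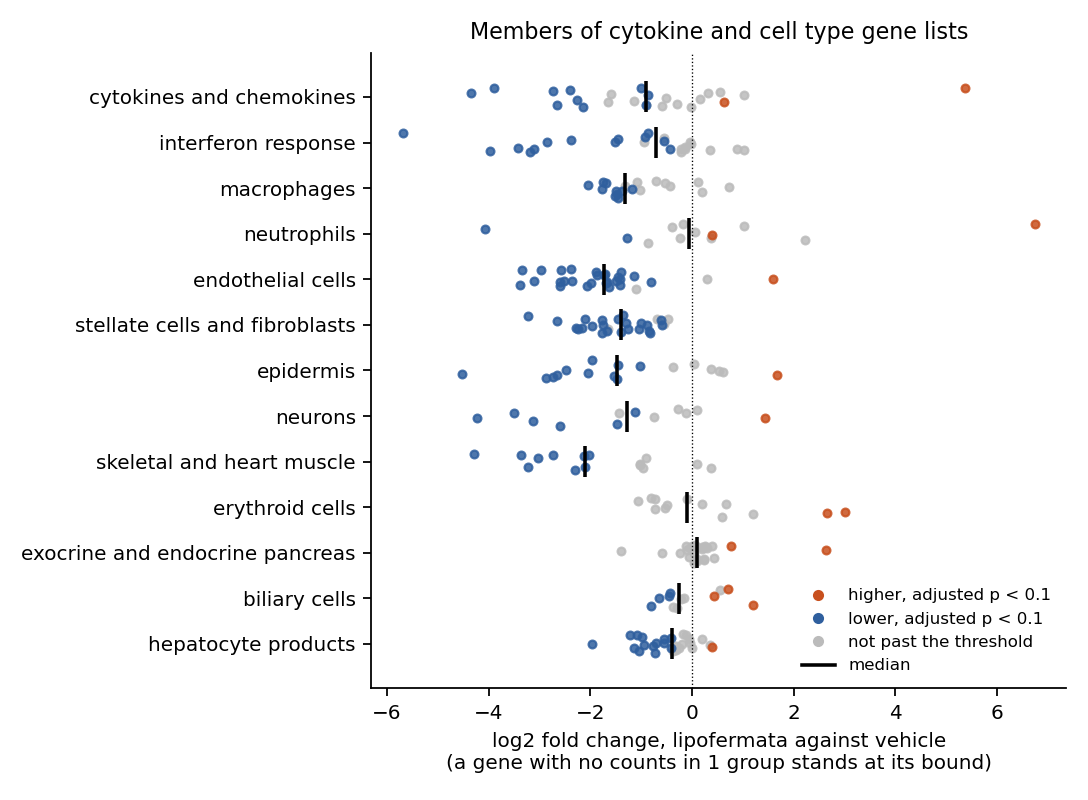
Log2 fold change with lipofermata of each tested member of 13 gene lists, 1 point per gene, with the median of each list as a vertical bar and no change at the dotted line; a gene with 0 counts in a group stands at its bound. Endothelial cells and fibroblasts lie almost wholly below 0, at medians of -1.72 and -1.39. Muscle (-2.10), epidermis (-1.47), macrophages (-1.32) and neurons (-1.28) have medians below 0 as well. Pancreas lies around 0, at a median of 0.10 that runs from -0.54 to 0.75 with 1 library left out.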

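Genes of DNA replication rose along with those of mitosis. Of 59 tested genes of DNA replication and S phase, 46 rose, 1 fell and 12 did not pass the test (50 rose and 1 fell when adjusted over the list alone), with a median log2 fold change of 1.08. The sliding clamp gene pcna (ENSDARG00000054155, chromosome 10 of GRCz11) rose from 33.1 ± 5.44 to 89.2 ± 11.8 CPM (SD, n = 2 pools of livers), a log2 fold change of 1.43 (standard error 0.17, adjusted p = 3.4e-04 from edgeR's quasi-likelihood test). Both subunits of ribonucleotide reductase, which supplies deoxynucleotides, rose, rrm2 (ENSDARG00000020711) by 3.07 and rrm1 by 1.85, as did e2f8, a transcriptional repressor of the cell cycle, by 3.10. The gene that fell was dut, which removes dUTP, at -0.86, and it did not pass with total-count scaling. Fibroblast markers fell in the same livers, 23 of 27 tested.
Regulators of G1 were for the most part not past the test. Of 12 tested G1 cyclins, their kinases and inhibitors, 2 rose and 10 did not pass (the same counts when adjusted over the list alone), with a median of 0.02 (camera, adjusted p = 0.91). The inhibitor cdkn1a, which encodes p21, rose from 5.62 ± 0.674 to 23.8 ± 2.24 CPM (SD, n = 2), a log2 fold change of 2.07 (standard error 0.19, adjusted p = 1.0e-04 from edgeR's quasi-likelihood test). The retinoblastoma gene rb1 rose by 0.65, and did not pass when either lipofermata replicate was left out. Of 19 tested targets of p53, 2 rose, 5 fell and 12 did not pass, also when adjusted over the list alone, with a median of -0.06 (camera, adjusted p = 0.63); with total-count scaling 4 rose and 4 fell, with a median of 0.32. Besides cdkn1a, the pro-apoptotic gene baxa (ENSDARG00000020623) rose by 1.00 (another gene with this name, outside the list, fell by 0.88), while the DNA repair gene ddb2 (-1.52), sesn1 (-1.24), an inhibitor of growth signaling, and btg2 (-1.23), an inhibitor of proliferation, fell. The stress gene gadd45ab had -2.23, with -1.47 without vehicle replicate 2.
The list of DNA replication had an adjusted p of 2.3e-15 from camera, with adjusted p = 0.581 with an estimated correlation and 0.050 from fry. Without lipofermata replicate 1, 23 of its genes rose. In the paper, the rise of cell cycle genes is taken as bearing out the larger liver of lipofermata-treated animals.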

Overall, the transcriptional profiling of livers from lipofermata-treated animals suggests that the organ can initiate cell replication in the fasting state, thereby being capable of maintaining its size.

**Figure S4.**
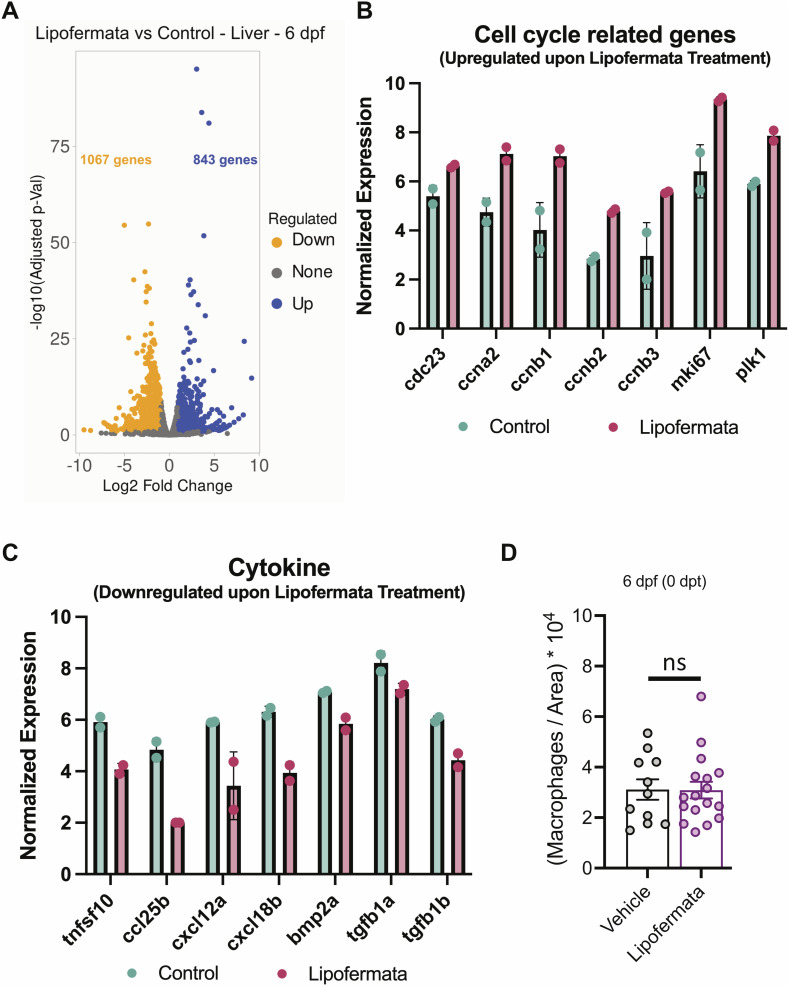
Transcriptional changes in the liver of 6 dpf fasting zebrafish upon lipofermata treatment. **(A)** Volcano plot depicts the changes in gene expression in the liver of 6 dpf fasting zebrafish upon 48 h of lipofermata treatment. Up- and down-regulated genes are colored in blue and orange, respectively. **(B, C)** Barplot displaying the changes in selected cell cycle–related genes (B) and cytokines (C). All the plotted genes display gene expression differences with a false discovery rate < 0.1. **(D)** Mean ± SEM of the number of macrophages normalized by the liver area in vehicle- and lipofermata-treated animals at 6 dpf under fasting conditions. Each point represents a single animal. ns, *P* > 0.05, *t* test.

Table S1. Differential gene expression analysis of the 6 dpf fasting zebrafish liver upon lipofermata treatment. Normalized gene expression values, log_2_(fold change), and false discovery rate for differentially regulated genes in the liver upon lipofermata treatment.

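The genes of Table S1 changed in the same direction when the counts were tested anew. The table was made from the same 4 libraries and holds only genes past its own threshold, so this overlap is not independent evidence. Of its 1910 genes, 1849 had enough counts to be tested, and all 1849 changed in the direction of the table at an adjusted p under 0.1 from edgeR's quasi-likelihood test. By at least 2-fold as well, 1821 of the 1910 (95.3%) changed, and 463 further genes did that the table does not hold. Among those shared are pcdh12, a protocadherin of endothelial cells, which fell from 42.0 ± 1.03 to 6.52 ± 0.312 CPM (SD, n = 2 pools of livers), and the keratin gene krt94, which fell from 137 ± 1.24 to 24.8 ± 3.38 CPM (SD, n = 2).
On the log2 scale, pcdh12 fell by 2.69 (standard error 0.16, adjusted p = 1.0e-05 from edgeR's quasi-likelihood test) and krt94 by 2.47 (standard error 0.16, adjusted p = 1.4e-05 from the same test). Across the 1849 genes, log2 fold changes from edgeR and from the paper's table had a Pearson correlation of 0.999; genes are not independent replicates. In the table, the smallest log2 fold change has a size of 1.0007 and the largest false discovery rate is 0.0999, so that it holds the genes changed by at least 2-fold. Its normalized expression values equal the log2 of the DESeq2-normalized count plus 4, to within 5.0e-05, so that a gene with 0 counts stands at 2. The table spans 10 gene types. It leaves the symbol blank for 4 genes and holds a date in place of 1, which by its identifier is sept12 (ENSDARG00000019191), a gene that fell by 1.75.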

Treatment with lipofermata did not alter the body size of the animal (Fig S5A and B) or cause persistence of yolk (n = 12/12, Fig S5A). Furthermore, lipofermata-treated animals did not display an increase in the size of the liver upon feeding (Fig S5C and D), suggesting that the impact of lipofermata is particularly notable on the liver of the fasting animals.

**Figure S5.**
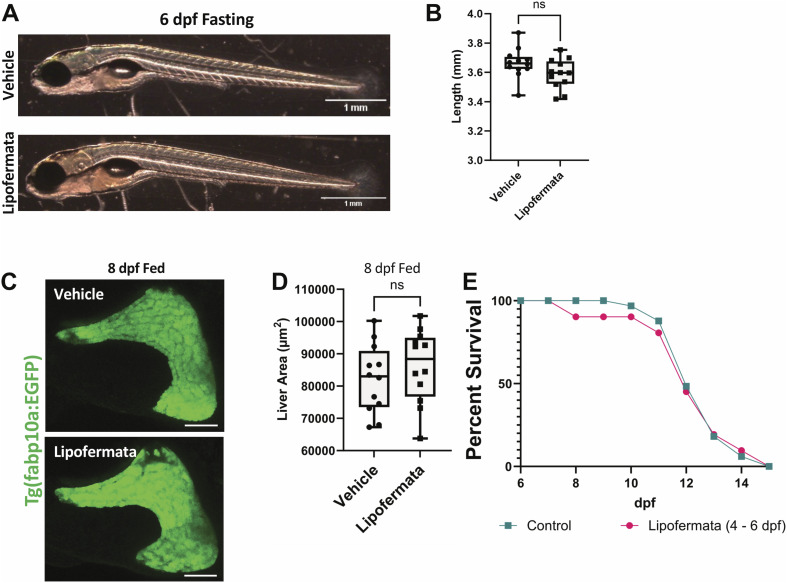
Lipofermata treatment does not impact animal growth, liver size in fed animals, or starvation resistance. **(A, B)** Representative brightfield images (A) and quantification of body size (B) of 6 dpf zebrafish larvae treated with vehicle (0.01% DMSO) or 5 μM of lipofermata from 4 to 6 dpf without exogenous feeding. **(C, D)** MIP of the liver from *Tg(fabp10a:EGFP)* animals (C) and quantification of the liver area (D) of 8 dpf zebrafish larvae fed with rotifers from 5 dpf onward and treated with vehicle or lipofermata overnight from 6 to 8 dpf. ns, *P* > 0.05, *t* test. **(E)** Survival curves for zebrafish larvae treated with vehicle or lipofermata from 4 to 6 dpf without exogenous feeding.

Our experiments suggest that inhibition of fatty acid uptake can reduce accumulation of lipid droplets in the liver, which in turn can reduce liver atrophy upon starvation. However, the inhibition of fatty acid uptake upon starvation in zebrafish does not improve starvation resistance (Fig S5E), suggesting additional mechanisms of increased starvation resistance might play a role in cavefish.

### SLC27A2/FATP2 is an evolutionarily conserved regulator of starvation-induced hepatic steatosis

To test the evolutionary conservation of SLC27A2/FATP2 in starvation-induced steatosis, we turned to Drosophila, which shows the robust accumulation of lipid droplets in oenocytes, the evolutionary homologues of hepatocytes in the fly (Gutierrez et al, 2007). Using tissue-specific RNAi, we knocked down the Drosophila homologue of FATP2. Two independent siRNA lines were used. Upon starvation, the oenocytes from control animals displayed an accumulation of lipid droplets (Fig 4A and B). However, RNAi-mediated knockdown of FATP2 significantly reduced the number of lipid droplets (Fig 4A and B). This indicates that SLC27A2/FATP2 is required for the accumulation of lipid droplets in the Drosophila larval oenocytes upon starvation.

**Figure 4.**
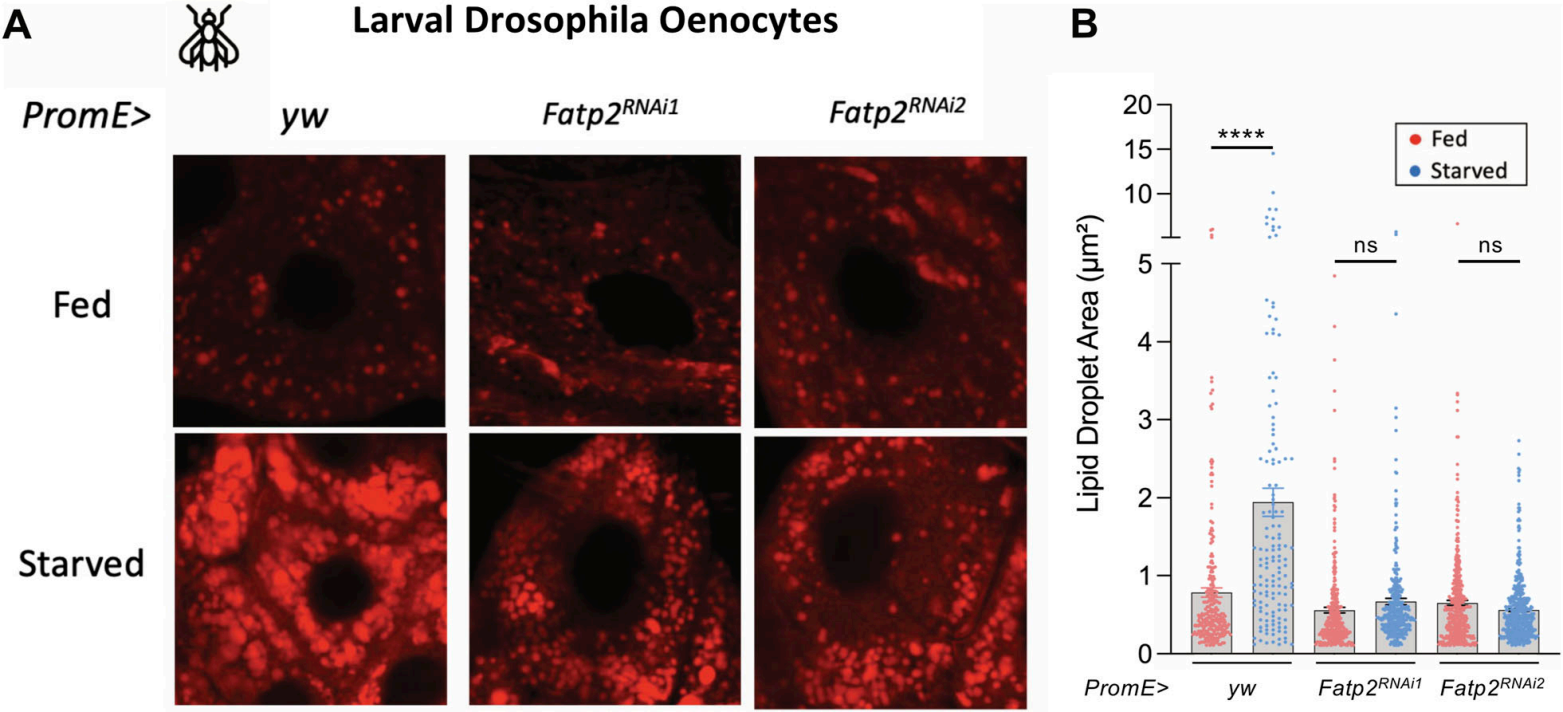
FATP2 is an evolutionarily conserved regulator of starvation-induced lipidosis. **(A)** Confocal images of Drosophila oenocytes from fed and starved larvae. Control or oenocyte-specific FATP2 RNAi animals were evaluated. **(B)** Barplot comparing the lipid droplet area in the fed or fasting condition in control and FATP2 RNAi animals. ns > 0.05, ****P < 0.0001, ANOVA test followed by the post hoc Tukey test.

## Discussion

In this work, we report the importance of SLC27A2/FATP2, a fatty acid transporter, in initiating starvation-induced hepatic steatosis. The gene is up-regulated in the liver upon fasting in the larvae of zebrafish and *A. mexicanus* surface fish morph (Fig 3F). The increase in gene expression allows uptake and accumulation of fatty acids in the hepatocytes, as pharmacological inhibition of the gene in zebrafish leads to a reduction in hepatic steatosis (Fig 3G and H). Moreover, knockdown of the gene in Drosophila oenocytes, the fly homologue of hepatocytes, prevents the collection of lipid droplets in the starving fly larvae (Fig 4). Thus, the role of FATP2 in the process is conserved from flies to fish, across ∼400 million years of evolution (Wheeler & Brändli, 2009).

In contrast to Drosophila, zebrafish, and *A. mexicanus* surface fish morph, the cavefish morph of *A. mexicanus* does not display starvation-induced hepatic steatosis (Fig 1B and D). Correspondingly, cavefish larvae do not display an up-regulation in the expression of *slc27a2a* in the liver upon fasting (Fig 3F). Forgoing the accumulation of lipid droplets in the liver protects the cavefish liver from lipotoxicity and atrophy upon nutrition deprivation (Fig 1C). Mimicking this condition in zebrafish by pharmacological inhibition of *slc27a2a* rescues the loss of liver size upon fasting (Fig 3G). Notably, the antagonism of *slc27a2a* increases the expression of cell cycle–related genes in the liver, while reducing the expression of inflammatory cytokines (Fig S4B and C). Particularly, the treatment reduces the expression of TGF-ß ligands, which have been shown to induce hepatic fibrosis, a key step in irreversible liver damage (Dooley & ten Dijke, 2012). Thus, our study shows that the optimal solution to starvation-induced liver atrophy, identified by naturally starvation-resistant cavefish, is to prevent the accumulation of hepatic lipid droplets.

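Some ligands and targets of the BMP and TGF-β pathways fell with lipofermata, as did most markers of fibroblasts. The ligand gene tgfb1a (ENSDARG00000041502, chromosome 15 of GRCz11) fell from 18.0 ± 5.65 to 8.50 ± 1.41 CPM (SD, n = 2 pools of livers), a log2 fold change of -1.09 (standard error 0.24, adjusted p = 0.0091 from edgeR's quasi-likelihood test). Its paralog tgfb1b (ENSDARG00000034895, chromosome 21) fell by 1.78 and bmp2a (ENSDARG00000013409, chromosome 17) by 1.29. The gene gdf2 (ENSDARG00000059173, chromosome 12), which encodes the ligand BMP9, fell from 14.3 ± 0.826 to 5.72 ± 1.03 CPM (SD, n = 2), by 1.32 on the log2 scale (standard error 0.22, adjusted p = 0.0022 from edgeR's quasi-likelihood test).
Of 15 tested ligand genes of the BMP and TGF-β families, 6 fell and 9 did not pass the test, also when adjusted over the list alone, with a median of -0.53 (-0.15 with total-count scaling, when 4 fell and 2 rose). Of 25 tested targets of these pathways, 10 fell, 1 rose and 14 did not pass (11 fell and 2 rose when adjusted over the list alone), with a median of -0.39, which was -0.021 with total-count scaling, when 6 fell and 2 rose. The receptor gene tgfbr2b (-0.94), the inhibitory Smad smad6a (-1.13) and ltbp1 (-0.998), which binds latent TGF-β, fell. The transcription factor snai2 fell by 4.15, with -3.42 without vehicle replicate 1. The iron hormone gene hamp rose by 0.49, and did not pass when either lipofermata replicate was left out. Of 27 tested markers of stellate cells and fibroblasts, 23 fell and 4 did not pass (25 fell when adjusted over the list alone), with a median of -1.39. The collagen genes col5a1 (-1.76), col1a1b (-2.28) and col1a2 (-2.17) and the matrix gene postnb (-1.97) were among them. Markers of epidermis (11 of 17 tested) and of striated muscle (9 of 15) fell in the same livers, so carry-over of skin or muscle at dissection cannot be excluded.
The adjusted p from camera was 0.039 for the ligands, 0.0033 for the targets and 1.4e-09 for the markers of fibroblasts, each with adjusted p = 0.581 with an estimated correlation. The ligands did not pass camera without vehicle replicate 1 (median -0.45, adjusted p = 0.071), without lipofermata replicate 1 (median -0.45, adjusted p = 0.065) or with no filter on low counts (median -0.47, adjusted p = 0.11), within a range over the alternatives of 0.022 to 0.58, and 3 of them were picked by the study on these samples. The gene tgfb1b did not pass without lipofermata replicate 2 (log2 fold change -1.49), when 6 of the targets fell, and without lipofermata replicate 1, 15 of the fibroblast markers fell.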

Our study, however, does not identify the molecular link between starvation and enhancement of *slc27a2a* expression. Endocrine signaling could be a potential regulator of initiating starvation response in the liver. Hepatocytes are sensitive to insulin and glucagon, which are released from the pancreas in response to feeding and fasting, respectively. Changes in the levels of circulating insulin and/or glucagon hormones could be sensed as a fed-to-fast transition in the hepatocytes. Accordingly, work in Drosophila has identified a crosstalk between the fat body and oenocytes via the insulin signaling pathway as being responsible for the starvation-induced accumulation of lipid droplets (Chatterjee et al, 2014). Notably, cavefish carry a hypomorphic mutation in the insulin receptor (Riddle et al, 2018), which could reduce its ability to sense such a fed-to-fast transition. In the future, it would be of interest to investigate the link between insulin signaling and *slc27a2a* expression levels. Furthermore, the search for regulators of starvation-induced hepatic steatosis can be aided by performing quantitative trait locus (QTL) mapping in *A. mexicanus* (O’Quin et al, 2013; Stockdale et al, 2018). This is made possible by the fact that cavefish and surface fish are interfertile, which allows the generation of cave/surface genetic hybrids, providing a unique platform to identify potential regulators of the phenomenon.

In addition to *slc27a2a*, previous work in zebrafish has implicated CD36 as a regulator of starvation-induced hepatic steatosis (Xu et al, 2021). However, the expression of *cd36* in the liver of fasting or fed fish larvae is an order of magnitude lower than the expression level of *slc27a2a* (Fig 3F). Furthermore, the oenocyte-specific knockdown of FATP2/SLC27A2 in the fly larvae highlights its importance in a tissue-specific manner (Fig 4). Thus, we posit SLC27A2 as the major actor in fatty acid transport in hepatocytes during fasting.

Though inhibition of *slc27a2a* can protect the zebrafish liver from atrophy, it does not improve the organism’s starvation resistance (Fig S5E). Metabolic plasticity in other organs might play a critical role in the enhanced starvation resistance of cavefish larvae (Fig 1A). It is known that cavefish larvae reduce their average oxygen consumption upon starvation (Bilandžija et al, 2020). In Drosophila, enhanced starvation resistance is related to changes in the basal metabolic rate (Brown et al, 2019). Future investigations in the cavefish’s ability to survive long periods of famine are required; however, our work does highlight the utility of comparative evolutionary analysis in uncovering regulators of organ atrophy upon starvation.

## Materials and Methods

### *A. mexicanus* husbandry

Surface, Tinaja, and Pachón morphs of *A. mexicanus* were raised in polycarbonate recirculating aquaculture racks (Pentair Aquatic Eco-Systems), with a 14:10-h light:dark photoperiod. Each rack system is equipped with mechanical, chemical, and biological filtration and UV disinfection. Water quality parameters are monitored daily as described in previous studies (Xiong et al, 2022). Fish were housed at a density of ∼2 fish per liter. Fish embryos spawned at the same time from different parent tanks were mixed to reduce effects from specific backgrounds. Only embryos screened as healthy were raised and randomly selected for the experiment. Embryos up to 5 d after fertilization were maintained at 24.5°C in embryonic E2 media. Animal husbandry followed protocol 2021-122 approved by the Institutional Animal Care and Use Committee of the Stowers Institute for Medical Research. Housing conditions meet federal regulations and are accredited by AAALAC International.

### Survival curves for *A. mexicanus*

At 5 dpf, larvae were randomly divided into two groups. Each group included 10 biological replicates, and 20 embryos as one biological sample. One group, as the controls, were fed with *Artemia nauplii* (Brine Shrimp Direct) once per day. The other, as the starvation group, were not fed. The fish were identically treated in all other aspects, and the number of living fish was recorded daily. Dead fish were removed each day. The experiment was repeated three times independently.

### Nile Red staining, confocal imaging, and analysis for *A. mexicanus*

Nile Red staining was performed as previously described in Xiong et al (2022) with some modifications. Briefly, a stock solution of Nile Red (#N-1142; Invitrogen) was made by dissolving in acetone to a concentration of 500 μg/ml and stored in the dark at 4°C. A final working solution, diluted to 1/300 in embryonic E2 media, was prepared. For the staining procedure, 10 larvae per well were incubated in 12-well cell culture plates (#CLS3513; Corning) containing 2 ml in the working solution for 1 h at 25°C and protected from light. After incubation, stained larvae were euthanized with 500 mg/l MS-222, washed with PBS, and then fixed in 4% PFA for 20 min at room temperature before imaging. Samples were placed on a glass-bottomed FluoroDish, and images were captured using a Nikon Eclipse Ti2 inverted microscope equipped with Yokogawa Spinning Disk Confocal with a 40x/1.15 NA objective. Nile Red was excited with a 561-nm laser, and emission was collected between 579 and 631 nm. Z-stack images were acquired with 2048 × 2044 pixel size and step size of 1 μm.

Image quantification was performed in Imaris (Oxford Instruments). We first manually segmented the liver to find the volume and mask the lipid fluorescence channel. Lipid droplets were created using the spots function set to 0.8 μm seed size. The liver area was measured in ImageJ (Schindelin et al, 2012) by outlining the whole liver in a maximum projected image with the polygon selection tool.

### RNA sequencing of *A. mexicanus* livers

For RNA-Seq, RNA was isolated from livers at the corresponding stages. For this, livers from 40 larvae/replicate were dissected and collected in the lysis buffer from ReliaPrep RNA Miniprep Systems (Z6110; Promega). RNA was isolated from the lysed tissue following the manufacturer’s instruction. cDNA synthesis, library preparation, and Illumina sequencing were performed according to the manufacturer’s instructions using TruSeq Stranded mRNA Preparation Kit for Illumina (#20020594; Illumina). Purified libraries were quantified using a Qubit fluorometer (Life Technologies), and the quality was assessed on Agilent Bioanalyzer (Agilent Technologies). Sequencing was performed on the Illumina NextSeq 500 instrument as High Output with single-end 75-bp reads. After sequencing, raw reads were demultiplexed into a Fastq format using Illumina bclfastq2 v2.18.

### Mapping of transcriptome from *A. mexicanus* livers and comparison with zebrafish transcriptome

Raw reads were mapped using STAR aligner v2.7.3a (Dobin et al, 2013) against the UCSC genome astMex_2.0, using Ensembl 102 gene models for annotations. Transcript abundance was quantified using RSEM v1.3.0. For normalization, DGE analysis, and gene ontology (GO) analysis, iDEP version 0.951 (Ge et al, 2018) was used with default parameters. For DGE, a fold change of 2 and a false discovery rate of 0.1 were used for cutoff. Data for zebrafish liver transcriptomes from the fed and fasting conditions were taken from our previous publication (Pozo-Morales et al, 2023). Common and uniquely differentially expressed genes were compared using an online Venn Diagram tool (Draw Venn Diagram, 2023).

### Zebrafish strains and husbandry

Wild-type or transgenic zebrafish of the outbred AB strain were used in all experiments. Zebrafish were raised under standard conditions at 28°C. Animals were chosen at random for all experiments. Zebrafish husbandry and experiments with all transgenic lines will be performed under standard conditions in accordance with institutional (Université Libre de Bruxelles) and national ethical and animal welfare guidelines and regulations, which were approved by the Ethical Committee for Animal Welfare (CEBEA) from the Université Libre de Bruxelles (protocols 854N–865N). The following transgenic zebrafish strains were used in this study: *Tg(fabp10a:SpiCee-mCherry)*^*ulb16*^ (Pozo-Morales et al, 2023), *Tg(mpeg1.1:EGFP)*^*gl22*^ (Ellett et al, 2011), *Tg(fabp10a:nls-mCherry)*^*mss4*^ (Mudbhary et al, 2014), and *Tg(fabp10a:EGFP)*^*as3*^ (Her et al, 2003). The developmental stages of zebrafish used in experiments are prior to sex specification. All zebrafish were healthy and not involved in previous procedures.

### Genotyping of the *slc16a6a* gene

The genotyping of the *slc16a6a* gene was performed on cDNA prepared from the livers of 6 dpf *Tg(fabp10a:EGFP)* zebrafish. For this, livers from 30 larvae/replicate were dissected and collected in the lysis buffer from ReliaPrep RNA Miniprep Systems (Z6110; Promega), followed by isolation of total RNA from the lysate following the manufacturer’s instruction. cDNA synthesis was carried out using ProtoScript II First Strand cDNA Synthesis Kit (E6300S; NEB) following the manufacturer’s instruction. The synthesized cDNA was used to amplify the *slc16a6a* gene using the following primers: Forward: 5′-TGAACTCCTGGCAGTGAACA-3′ and Reverse: 5′-TTCCAGTACATTCAGTTTGAA-3′. The amplified product was gel-purified and cloned into CloneJET PCR Cloning Kit (K1231; Thermo Fisher Scientific). The cloned *slc16a6a* coding sequence was genotyped using Sanger sequencing.

### Pharmacological treatments

Stocks for lipofermata (HY-116788; MedChem) and Liproxstatin-1 (SML1414; Sigma-Aldrich) were prepared in DMSO and stored at −80°C. The working concentration for lipofermata was 5 μM (zebrafish) and 2 μM (surface fish), and for Liproxstatin-1 was 50 μM. Incubation was performed in a petri dish sealed with parafilm to avoid evaporation. The petri dish was kept in the dark during the treatment. DMSO was used as a control. For treatment of fed animals with lipofermata, the animals were fed with rotifers starting at 5 dpf. On 6 and 7 dpf, the larvae were fed with rotifers during the day (8 h) and transferred to the E3 medium containing lipofermata or vehicle for overnight treatment (16 h). At 8 dpf, after two rounds of drug treatment, the animals were used for imaging.

### Survival curves for zebrafish larvae treated with lipofermata

At 4 dpf, larvae were randomly divided into two groups. Each group included 30 animals. One group was treated with 5 μM lipofermata, whereas the other group was treated with vehicle (0.01% DMSO). At 6 dpf, the larvae were dispensed individually into a 24-well plate with 1 ml E3 medium. Each subsequent day, half of the E3 medium (500 μl) was exchanged with fresh medium, and the number of living fish was recorded. Dead fish were removed each day. The experiment was repeated two times.

### RNA sequencing and analysis from zebrafish

For RNA-Seq, mRNA was isolated from livers of 6 dpf fasting zebrafish upon lipofermata treatment for 48 h. For this, we followed the protocol exactly as outlined in our previous work (Pozo-Morales et al, 2023). For DGE analysis and gene ontology analysis, iDEP version 0.96 (Ge et al, 2018) was used with default parameters. For DGE, a false discovery rate of 0.1 was used for cutoff.

### Imaging of the zebrafish liver macrophages

Animals were anesthetized in 0.02% tricaine methanesulfonate (MS-222; E10521; Sigma-Aldrich), mounted in 1% low-melt agarose containing 0.02% Tricaine MS-222 (50080; Lonza), and imaged on a glass-bottomed FluoroDish (FD3510-100; World Precision Instruments) using a Zeiss LSM 780 confocal microscope. Livers were imaged using a 40x/1.1N.A. water correction lens. Samples were excited with 488 nm for *Tg(mpeg1.1:EGFP)* and 543 nm for *Tg(fabp10a:nls-mCherry)* or *Tg(fabp10a:SpiCee-mCherry)*. The imaging frame was set at 1024 × 1024 pixels, and the distance between confocal planes was set at 3 μm for Z-stack to cover, on average, a thickness of 100 μm. Analysis was performed in Fiji (Schindelin et al, 2012). Macrophages in contact with hepatocytes were counted manually. The liver area was calculated by outlining the region using the magic wand area selection tool of a Z-stack projection, followed by the “Analyze” – “Measure” (Area) command. The normalized number of macrophages was calculated using the next formula:

$$\frac{Total\;Number\;of\;Macrophages}{Area\;of\;the\;liver*10^{-4}}$$

### Nile Red staining, confocal and brightfield imaging, and analysis for zebrafish

Imaging of the lipid droplets in the zebrafish liver was performed exactly as mentioned in our previous publication (Pozo-Morales et al, 2023), which includes the timeline of hepatic lipid droplets in the wild-type condition from 4 to 6 dpf. In brief, the Nile Red stock was prepared by dissolving 500 μg/ml of Nile Red (Art. No. 7726.2; Carl Roth) in acetone and filtering the solution with a 0.2-μm filter. The stock solution was stored at 4°C in the dark. On the day of imaging, a fresh working solution of 1/300 in the embryonic E2 medium was prepared. The larvae were incubated in the working solution for 1 h at 28°C, protected from light. After incubation, larvae were washed once with E2 medium. Animals were anesthetized with 0.02% MS-222, mounted in 1% low-melt agarose containing 0.02% of MS-222, and imaged on a glass-bottomed FluoroDish using a Zeiss LSM 7890 confocal microscope. Livers were imaged using a 40x/1.1N.A. water correction lens. The imaging frame was set at 1024 × 1024 pixels, and the distance between confocal planes was set at 2 μm for Z-stack to cover, on average, a thickness of ∼100 μm. Samples were excited with 488 nm, and a spectral detector was used to collect fluorescence corresponding to EGFP (500–508 nm) and neutral lipids labeled by Nile Red (571–579 nm).

Analysis was performed in Fiji (Schindelin et al, 2012). Lipid droplets were outlined manually with a circular selection tool. Only lipid droplets (marked with red fluorescence) present within hepatocytes (marked with green fluorescence) were counted. The area of the hepatocyte region was calculated by outlining the region using the magic wand area selection tool, followed by the “Analyze” – “Measure” (Area) command.

For measurement of liver size in *Tg(fabp10:EGFP)* animals, the protocol outlined above was followed, except Nile Red staining was not performed. Thus, only the EGFP signal was collected by excitation with a 488-nm laser and collection using a band-pass filter of 493–598 nm. Using Fiji, the confocal stacks were projected onto a maximum-intensity projection image, and the liver was outlined using the magic wand area selection tool, followed by the “Analyze” – “Measure” (Area) command.

Brightfield images of zebrafish larvae were collected using a Leica S8 APO stereo microscope. For this, the larvae were anesthetized with 0.02% MS-222 and mounted in 1% low-melt agarose containing 0.02% of MS-222. Length was measured from the tip of the mouth to the end of the notochord (the caudal fin was not included in the length measurement).

### Drosophila stocks and husbandry

Flies were maintained at 25°C, 60% relative humidity, and 12-h light/dark cycles. Larvae were reared on the standard cornmeal- and yeast-based diet (0.8% cornmeal, 10% sugar, and 2.5% yeast). For starvation treatment, early L3 larvae (∼72 h after egg laying) were kept with Kimwipe soaked with 1x phosphate-buffered saline for 16–18 h. Fly stocks used in this study were as follows: PromE-Gal4 (#65405; BDSC), Fatp2 RNAi (#55271; #1-BDSC, #44658; #2-BDSC). ywR flies (a gift from Eric Rulifson) were crossed to PromE-Gal4 as a control.

### Nile Red staining, confocal imaging, and analysis for Drosophila oenocytes

Larva was dissected in Schneider’s Drosophila medium (#217-20024; Thermo Fisher Scientific) (normal fed larvae) or in 1x phosphate-buffered saline (1x PBS) (starved larvae). The dissected larvae were fixed with 4% PFA (#15710; Electron Microscopy Sciences) for 20 min at room temperature. The stock Nile Red was prepared by dissolving 1 mg of Nile Red (#N1142; Invitrogen) in 1 ml of DMSO. The larval tissues were incubated in 2 μg/ml Nile Red working solution for 1 h at room temperature, protected from light. The samples were then washed and mounted on the slides using ProLong Diamond Antifade Mountant (#P36961; Thermo Fisher Scientific). The lipid droplets were imaged with FV3000 Confocal Laser Scanning Microscope (Olympus). The imaging frame was set at 1024 × 1024 pixels. Samples were excited with 555 nm, and the range of 580–610 nm was used to detect the Nile Red signal. The images were analyzed by Olympus cellSens Dimensions software. The lipid droplets were identified by using the region of interest and adjusting the fluorescent threshold to include the lipid droplets inside the oenocytes. The area is calculated automatically by Olympus cellSens Dimensions software after identifying the lipid droplets.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism software (version 9.3.1; GraphPad Software). The test used for comparison is mentioned in the figure legends of the respective graphs. For all analyses, data were tested for outliers and normal distribution. For non-normal distributed data (or if the test for normal distribution could not be performed because of the small sample size), a non-parametric test was used. No data were excluded from the analysis. Blinding was not performed during the analysis.

## Data Availability

All data needed to evaluate the conclusions in the article are present in the article and/or the Supplementary Materials. Additional data related to this article may be requested from the authors. The sequencing data are available at NCBI Gene Expression Omnibus under GSE244648 (cavefish and surface fish liver during fasting) and GSE252997 (zebrafish liver upon lipofermata treatment).

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

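RNA from livers of 6 dpf fasting zebrafish was measured in 4 libraries, 2 from larvae treated with vehicle and 2 from larvae treated with lipofermata (5 μM) for 48 h from 4 dpf. Each library came from the livers of 30 larvae. The authors aligned reads to GRCz11 with HISAT2 and counted them per gene with featureCounts; the versions, the annotation release and the strand setting are not given in the sources used here. The deposited file holds their raw counts, with no normalization. All values are whole numbers, and the totals differ between libraries (19368695 and 14997821 with vehicle, 17326660 and 16104812 with lipofermata). Of 32058 rows, 28 carry no gene name and 701 names occur more than once, so genes were followed by Ensembl identifier, and a name in a list stands for the identifier with the most counts. The last row counts an EGFP reporter. No column of the file was left out. Neither the paper nor the labels say whether replicates came from separate clutches or days, and the replicate numbers were not used to pair samples in the comparison reported. The raw reads, and the other experiments of the paper, were not analysed here.

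Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr by group with its minimum count of 10, which left 14925 of the 22295 genes with counts. TMM factors were 0.932 and 0.817 for vehicle and 1.16 and 1.13 for lipofermata. Lipofermata was compared with vehicle by edgeR's quasi-likelihood F test with treatment as the only term. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.1 as in the paper's methods, and counts were also taken at a change of at least 2-fold. The standard error of a log2 fold change is its size divided by the square root of F. Means and SDs are of TMM-normalized CPM over the 2 libraries of a group. A gene with 0 counts in a group was given a bound against 3 counts over the group, which for a single library comes to 0.150 to 0.245 CPM. For 1 to 3 counts, the ratio is given with a 95% exact counting interval. Bounds and intervals cover counting error only, since reads of amplified libraries are not independent molecules. Between the replicates of a group, counts spread more widely than counting error, with a chi-square per degree of freedom of 21.7 for vehicle and 12.7 for lipofermata.

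In total 44 gene lists, holding 1398 genes of which 51 were not found in the file, were written in advance. They cover pathways (mitosis and G2/M, DNA replication, G1 regulators, p53 targets, aryl hydrocarbon receptor targets, NRF2, ER chaperones, ATF4, proteasome, autophagy, heat shock, fatty acid uptake, synthesis and oxidation, lipid droplets, cholesterol, lipoproteins, gluconeogenesis, glycolysis, cytokines, BMP and TGF-β ligands and targets, acute phase, interferon, circadian clock, mitochondrial genome, ribosomal proteins and nuclear oxidative phosphorylation), cell types (hepatocytes, biliary cells, endothelial cells, fibroblasts, macrophages, neutrophils, lymphocytes, erythroid cells, muscle, epidermis, eye, neurons, pancreas and intestine) and the study's own genes of Fig S4B and Fig S4C. Lists of at least 3 tested genes were tested with camera on log2 CPM (prior count 2) with a preset correlation of 0.01, adjusted over the 43 lists, at a threshold of 0.05. The calls were repeated with an estimated correlation between genes and with fry, which tests whether the genes of a list move one way on balance. No list that camera called passed with an estimated correlation. In that version the degrees of freedom come from the 4 libraries and not from the genes. Lists with an estimated correlation below 0, such as aryl hydrocarbon receptor targets (-0.062), failed as well. The adjusted p of that version therefore does not show that correlation between genes accounts for a result. Medians are of fitted log2 fold changes, and no list's median differs when genes with 0 counts in a group stand at their bound.

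The genes named were chosen by a rule set in advance: the genes the paper names for this experiment, the fatty acid transporters of Fig 3F and slc16a6a; the 10 genes with the largest change in each direction, and the 5 with the smallest p, among those past the threshold with a mean of at least 5 CPM and with the groups fully apart; and up to 4 members of each list in each direction with the smallest p. Genes with a clone name as symbol were left out of the ranking by size of change and by p. Table S1 of the paper had been read when the rule and the lists were written, so its values count as seen. Members of lists outside this rule and other genes singled out, namely cdc16, cdc27, both genes named ube2c, the other gene named baxa, mt-atp8 and sept12, were chosen after their values were seen. Chromosomes are those of GRCz11 in Table S1.

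The alternatives tried were DESeq2's size factors, scaling by total counts, a filter of at least 0.5 CPM in 1 library, no filter beyond 1 count, DESeq2's Wald test with each filter, limma voom, the replicate number as a block, an adjusted p under 0.05 and leaving out each library in turn; where this leaves 1 library in a group, its spread is assumed to be that of the other group. The tests were checked on simulated data of 14670 genes with the same design, in which 100 genes were changed 2-fold and 100 changed 4-fold. edgeR found 52% and 82% of them with 22 false calls, DESeq2 45% and 76% with 12, and voom 50% and 82% with 22. Far fewer genes changed there than in the data, where 2479 rose and 2527 fell, so the simulation does not test the scaling between libraries.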

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

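The tests of muscle carry-over and of a single library behind the mitochondrial pattern were set before their results were seen, apart from the part without vehicle replicate 1; the tests of skin carry-over, of a lower share of every other cell type, of scaling behind the mitochondrial pattern, of cytochrome P450 genes and of a single library behind the aryl hydrocarbon receptor targets were chosen after the result was seen.

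Several groups of genes rose that the paper's text does not discuss; they were picked out for this difference between the groups. Targets of the aryl hydrocarbon receptor, a transcription factor that aromatic compounds activate and that induces cytochrome P450 genes, had the largest change. Of 13 tested, 8 rose, 3 fell and 2 did not pass edgeR's quasi-likelihood test (9 rose and 3 fell when adjusted over the list alone). Their median log2 fold change was 2.27 (camera, adjusted p = 9.2e-04, and adjusted p = 0.581 with an estimated correlation). The gene cyp1a rose from 765 ± 50.4 to 6212 ± 356 CPM (SD, n = 2), a log2 fold change of 3.02 (standard error 0.17, adjusted p = 7.9e-06), and cyp1b1 by 7.52 without vehicle replicate 2, the library with 0 counts. The receptor's repressor ahrra had 0 counts with vehicle and 141 with lipofermata, at least 37.2-fold higher, and tiparp, another repressor of the receptor, rose by 2.15. Those that fell were nqo1 (-0.70), sox9b (-0.45) and cyp1d1 (-0.35); none of these 3 passed with total-count scaling, where cyp1d1 was at 0.04, and 1 of the 13 fell when either lipofermata replicate was left out.

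Tests of this pattern argue against a single library, since at least 75% of the 8 genes that rose still passed with any 1 library left out (6 of 8 without lipofermata replicate 2). A general rise of drug-metabolizing cytochrome P450 genes is argued against by 32 genes of the CYP2 and CYP3 families, of which 1 rose and 14 fell, with an upper quartile of -0.064. The other scalings tried leave these genes where they are or move them up, by 0.39 for the median gene with total counts. Scaling moves every gene of a library alike, while the 7 genes that rose apart from ugt1a1 did so by at least 2.15. For these 7 genes this argues against scaling, which stays open for ugt1a1 and the 3 genes that fell. This comparison was made after the result was seen. A candidate explanation that stays open is that lipofermata, the treatment that differs between the groups, or a compound formed with it, may activate the receptor; no library separates this from an effect of lower fatty acid uptake.

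Genes of the NRF2 oxidative stress response were among these: of 29 tested, 16 rose, 5 fell and 8 did not pass (16 and 5 also when adjusted over the list alone), with a median of 0.64 (camera, adjusted p = 3.7e-04, and adjusted p = 0.581 with an estimated correlation). The glutathione enzymes mgst3b (2.29) and gclm (1.68) and pgd (2.11), which makes NADPH, rose, while heme oxygenase hmox1a (-0.92), catalase cat (-0.84) and the glutathione peroxidase gpx1a (-0.74; not past the test with total-count scaling or without lipofermata replicate 1) fell. Chaperones and sensors of the endoplasmic reticulum had a median of 0.52, with 17 of 30 higher, 1 lower and 12 not past the test (19 and 1 when adjusted over the list alone; camera, adjusted p = 3.6e-04, and adjusted p = 0.788 with an estimated correlation). Over this list vehicle replicate 1 exceeded vehicle replicate 2 by a median of 0.55, about the size of the change, and the median was 0.89 without vehicle replicate 1 and 0.39 without vehicle replicate 2. The chaperones and folding factors manf (1.54), uggt1 (1.51) and calr (1.05) rose, and the stress factor ddit3 fell by 0.71, which did not pass with total-count scaling or without lipofermata replicate 2. Subunits of the proteasome had a median of 0.86, with 35 of 37 higher and 2 not past the test (35 also when adjusted over the list alone; camera, adjusted p = 1.6e-12, and adjusted p = 0.642 with an estimated correlation), among them psma4 (1.28), psmd12 (1.33) and psmd8 (1.26).

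Nuclear genes of oxidative phosphorylation rose while those of the mitochondrial genome fell. Of 79 tested nuclear genes, 46 rose, 3 fell and 30 did not pass (53 and 3 when adjusted over the list alone), with a median of 0.44 (camera, adjusted p = 6.5e-08, and adjusted p = 0.581 with an estimated correlation); 18 rose without lipofermata replicate 1 and 22 without lipofermata replicate 2. The ATP synthase gene atp5mc1 rose by 1.36 and the cytochrome oxidase genes cox8a by 0.96 and cox6b1 by 1.05, while cox6a2 (-1.60), cox7a1 (-1.23) and cox4i2 (-1.44; not past the test without lipofermata replicate 1) fell. Of the 13 protein-coding genes of the mitochondrial genome, 12 fell and mt-atp8, at 0.20, did not pass (12 also when adjusted over the list alone), with a median of -0.89 (camera, adjusted p = 6.7e-06, and adjusted p = 0.581 with an estimated correlation); mt-co3 fell from 14537 ± 1495 to 5765 ± 570 CPM (SD, n = 2), and 6 of the 13 fell without lipofermata replicate 2. For the fall of the mitochondrial genes scaling is argued against, since with total counts their upper quartile is still -0.378. The lower quartile of the nuclear genes is 0.64 there, but total counts move every gene up, so this does not test their rise. For that rise alone scaling stays open. Scaling moves every gene of a library alike, so the difference between the 2 medians, 1.33, does not depend on it. A single library is argued against as well, since at least 95.9% of that difference was left with any 1 library out. A difference between the groups in RNA extraction or in capture of mitochondrial transcripts was not tested, and it stays open beside an effect of the treatment, which may change the make-up of the respiratory chain's transcripts.

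Markers of endothelial cells and fibroblasts fell with lipofermata, at medians described beside the cytokine genes. Carry-over of muscle at dissection cannot be told apart from a change in the liver, because the muscle genes are near the floor (median 1.3 CPM) and so exclude nothing. Their values are that between the vehicle libraries the endothelial list differed by 0.138 times as much as the muscle list, and that without vehicle replicate 1 the endothelial median was -1.68, 97.9% of its size, while that of muscle was -0.65, 31.2% of its size. A lower share of other cell types in a larger liver cannot be excluded. Epidermis (median -1.47), neurons (-1.28) and macrophages (-1.32) were lower too, while pancreas (0.10) and neutrophils (-0.05) stood near 0. The neuronal genes are near the floor (median 1.43 CPM), and the macrophage median was 0.12 without vehicle replicate 1. With 1 library left out, the pancreas median ran from -0.54 to 0.75 and that of neutrophils from -0.40 to 0.27. These lists therefore do not decide the question. Biliary genes did not fall as far as endothelial markers. The lower quartile of the biliary list (-0.44) lies 0.971 above the upper quartile of the endothelial list (-1.41). That gap is at least 0.80 with any 1 library left out. This argues only against an equal fall of biliary genes. The erythroid list, on which the comparison was first made, does not bear on the question, as its genes are near the floor (median 1.61 CPM). Its gap to the endothelial list falls from 0.69 to 0.19 without vehicle replicate 1. Nor can carry-over of skin be excluded, since the 9 epidermal genes with a mean of at least 5 CPM fell too (upper quartile -1.45) while between the vehicle libraries these genes differed by a median of -0.44 and the endothelial list by 0.19, the other way. A lower number of these cells with lipofermata, or lower expression in each, may also account for the fall; neither was tested.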

How the results depend on the processing

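All alternatives were set before the deposited counts were examined, and no test was chosen after its result was seen. Of 250 named genes, all kept their direction and their side of the threshold with DESeq2's size factors and with the replicate number as a block, 249 with no filter and 249 with limma voom, 246 with the filter at 0.5 CPM, 238 with DESeq2 and 232 with DESeq2 and that filter. With total counts 210 did, without vehicle replicate 2 241, without lipofermata replicate 1 189 and without lipofermata replicate 2 198; without vehicle replicate 1 it was 233 of 247. Deviations of same-numbered libraries correlate at 0.033 across genes. With 2 libraries per group this cannot tell whether the replicate numbers pair the samples, which neither the paper nor the labels say. With the block, 2756 genes rose and 2724 fell. Total counts gave 5092 genes higher and 1182 lower (2320 and 739 by at least 2-fold), by its construction, since it moves every value up.

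Leaving out 1 library gave from 1128 (without lipofermata replicate 1) to 3115 (without vehicle replicate 1) genes higher and from 1284 to 2898 lower in the same libraries, and 642 to 1433 higher by at least 2-fold. At an adjusted p under 0.05, 1828 rose and 1895 fell. Camera with an estimated correlation takes its degrees of freedom from the 4 libraries, so a list can lose its call there at any correlation. With an estimated correlation, 22 of 43 lists lost their call, among them mitosis and G2/M (median 2.65), DNA replication (1.08), cytokines (-0.91) and BMP and TGF-β ligands (-0.53), each at an adjusted p of 0.581; with fry, 12 lists lost it: mitosis and G2/M (0.055), BMP and TGF-β targets (0.055), fibroblasts (0.052), the genes of Fig S4B (0.068), proteasome (0.082), cytokines, interferon and hepatocyte products (0.125 each), gluconeogenesis (0.14), muscle (0.17), ribosomal proteins (0.19) and ER chaperones (0.22), while lipid droplets gained it (0.011). The ligands (-0.47) and neurons (-0.52) also lost it with no filter, and over libraries left out the ligands' median ran from -0.88 to -0.45; that of the cytokines ran from -0.997 (without vehicle replicate 2) to -0.18 (without vehicle replicate 1).

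Total counts reversed the medians of 16 lists: p53 targets (0.32), autophagy (0.37), fatty acid uptake (0.19), lipid droplets (0.27), cholesterol synthesis (0.14), lipoprotein secretion (0.29), gluconeogenesis (0.033), glycolysis (0.39), hepatocyte products (0.0061), biliary cells (0.12), neutrophils (0.34), erythroid cells (0.29), intestine (0.34), acute phase (0.23), circadian clock (0.19) and ribosomal proteins (0.011). It also reversed slc27a1a (0.23) and cyp1d1 (0.036). The median of autophagy, which is close to 0, also reversed with DESeq2's size factors (0.0030), the filter at 0.5 CPM (0.0031), no filter (0.042), DESeq2 (0.0066), DESeq2 with that filter (0.015) and the block (0.013). That of glycolysis did with size factors (9.1e-04), the filter at 0.5 CPM (0.076), DESeq2 with that filter (0.084), limma voom (0.046) and the block (0.011). With no filter, those of lipid droplets (0.076) and cholesterol synthesis (0.066) did.

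Leaving out 1 library, medians changed sign over these ranges: G1 regulators -0.0060 to 0.021, autophagy -0.11 to 0.083, fatty acid oxidation -0.051 to 0.23, cholesterol synthesis -0.22 to 0.0048, lipoprotein secretion -0.39 to 0.0031, glycolysis -0.10 to 0.041, macrophages -2.01 to 0.12, neutrophils -0.40 to 0.27, erythroid cells -0.53 to 0.91 and pancreas -0.54 to 0.75. Apart from the shift that total counts bring by construction, the cause was not tested. Depth limits calls at low counts: a gene with 3 counts in a library stands at 0.150 to 0.245 CPM, and of 22295 genes with counts 14925 had enough to be tested.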

Differences from the paper's values

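No test was chosen after its result was seen. No value of the paper for these samples differs from the value computed here by the margins used (over 1.5 times for a count, or over the larger error for a log2 fold change). At the false discovery rate of 0.1 that the paper gives for this experiment, and at least a 2-fold change, as in the rows of Table S1, edgeR gave 998 genes higher and 1286 lower, against the paper's reported 843 and 1067. DESeq2 on the 16487 genes with at least 0.5 CPM in 1 library, an alternative set before the deposited counts were examined, gave 843 and 1067, and these were the 1910 genes of Table S1, with log2 fold changes that differ by at most 5.0e-06. Every gene that the paper names from Fig S4B and Fig S4C had the paper's direction.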

Other observations

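No test in this part was chosen after its result was seen. Lists of lipid genes each held genes that rose and genes that fell relative to the other genes of the liver. The transcript of slc27a2a, the target of lipofermata, fell from 1312 ± 283 to 706 ± 33.3 CPM (SD, n = 2), a log2 fold change of -0.89 (standard error 0.18, adjusted p = 0.0055 from edgeR's quasi-likelihood test). Among the other transporters of Fig 3F, slc27a1b rose by 0.58 (not past the test when either lipofermata replicate was left out), slc27a6 fell by 0.96 (not past the test with total-count scaling, with DESeq2 on genes with at least 0.5 CPM in 1 library or when either lipofermata replicate was left out), and slc27a1a (-0.16, which turns to 0.23 with total-count scaling), slc27a4 (1.24, but 3.65 and past the test without vehicle replicate 1, 0.50 without vehicle replicate 2, 0.28 without lipofermata replicate 1 and 1.84 without lipofermata replicate 2) and cd36 (-0.61) did not pass. Of 19 tested genes of fatty acid uptake, 4 rose and 5 fell, among them the ligase acsl4a (1.21) and the binding protein fabp11a (-1.49), with a median of -0.21 (camera, adjusted p = 0.93). Of 24 tested genes of fatty acid and triglyceride synthesis, 9 rose and 5 fell, with a median of 0.10 (camera, adjusted p = 0.31); me1 (1.81), which makes NADPH, and the elongase elovl5 (1.48) rose, and dgat2, which makes triglycerides, fell from 226 ± 76.9 to 74.3 ± 15.2 CPM (SD, n = 2). Of 20 tested genes of lipid droplets and lipolysis, 4 rose and 3 fell (5 and 4 when adjusted over the list alone), with a median of -0.12 (camera, adjusted p = 0.92, while fry gave a net rise at an adjusted p of 0.011); the lipases lipca (0.90) and lipg (1.45) rose. Of 41 tested genes of fatty acid oxidation, 13 rose and 7 fell (14 and 8 when adjusted over the list alone), with a median of 0.12 (camera, adjusted p = 0.34). The carnitine transferases cpt1ab (1.70) and cpt2 (1.53) rose, while the abundant uncoupling protein ucp1 (-1.22) and angptl4 (-1.45), an inhibitor of lipoprotein lipase, fell. Of 23 tested genes of cholesterol synthesis, 5 rose and 8 fell (5 and 9 when adjusted over the list alone), with a median of -0.26 (camera, adjusted p = 0.81); acat2 rose by 3.19, and hmgcra, the rate-limiting enzyme, fell by 0.87, which did not pass with total-count scaling. Of 18 tested genes of lipoprotein secretion, 2 rose and 5 fell (2 and 6 when adjusted over the list alone), with a median of -0.12 (camera, adjusted p = 0.74); pltp (1.70) and apoeb (2.08, and 2.87 without vehicle replicate 1) rose, and apobb.1 (-1.14) and apoa4b.1 (-0.85) fell. With total-count scaling more of these genes were higher: 6 rose and 2 fell in fatty acid uptake, 13 and 1 in synthesis, 21 and 2 in oxidation, 10 and 1 in cholesterol synthesis and 7 and 5 in lipoprotein secretion, and 6 lipid droplet genes rose.

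Some genes of sugar handling fell. Of 26 tested genes of fasting gluconeogenesis and hormone response, 11 fell, 4 rose and 11 did not pass (14 fell and 6 rose when adjusted over the list alone), with a median of -0.35 (camera, adjusted p = 0.034, and adjusted p = 0.786 with an estimated correlation). The list did not pass camera without vehicle replicate 2, without lipofermata replicate 1 or with total-count scaling (adjusted p = 0.10, 0.26 and 0.068, in a range over the alternatives of 0.016 to 0.79), and did not pass fry (adjusted p = 0.14). The last enzymes of glucose output, g6pca.2 (-1.67) and fbp1b (-1.12), and the insulin receptor gene insra (-0.82) fell. Of 29 tested genes of glycolysis, 6 rose and 8 fell (7 and 11 when adjusted over the list alone), with a median of -0.01 (camera, adjusted p = 0.83); the liver pyruvate kinase pklr (-1.60) and the glucose transporter slc2a2 (-1.30) fell, while the regulator pfkfb3 rose by 1.77. With total-count scaling 6 rose and 6 fell in gluconeogenesis and 12 rose and 5 fell in glycolysis, with medians of 0.033 and 0.39.

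Among lists of stress and growth, camera gave an adjusted p under 0.05 for ribosomal proteins only, and not for the others named here. Of 82 tested ribosomal protein genes, 42 fell and 40 did not pass (56 fell when adjusted over the list alone), with a median of -0.39 (camera, adjusted p = 5.7e-07, and adjusted p = 0.788 with an estimated correlation); rpl31 fell by 0.64 and rpl3 by 0.60. The falls did not pass edgeR's quasi-likelihood test with total-count scaling or when either lipofermata replicate was left out, where all 82 genes together had medians of 0.011, -0.41 (without lipofermata replicate 1) and -0.36. Without vehicle replicate 1, 76 fell, and without vehicle replicate 2, 24 fell and 1 rose. Of 22 tested genes of the ATF4 amino acid response, 9 rose and 3 fell, with a median of 0.22 (camera, adjusted p = 0.13), including the amino acid transporter slc38a2 (1.16) and asns (0.81), which makes asparagine. Of 41 tested genes of autophagy and lysosome, 5 rose and 8 fell, with a median of -0.01 (camera, adjusted p = 0.99); lamp1a (1.23) and ctsd (1.23) rose, and map1lc3a (-0.80) and bnip3 (-0.98) fell. Of 21 tested heat shock genes, 5 rose and 3 fell (6 and 3 when adjusted over the list alone), with a median of 0.21 (camera, adjusted p = 0.35), among them hspa4a (1.76) and hsf2 (-1.02). Of 25 tested genes of the acute phase response, 4 rose and 7 fell, with a median of -0.19 (camera, adjusted p = 0.68); crp2 (ENSDARG00000056498, 1.03) and itln3 (0.83) rose and nfkbiab (-0.80), an inhibitor of NF-κB, fell. Of 32 tested circadian clock genes, 4 rose and 9 fell (6 and 10 when adjusted over the list alone), with a median of -0.20 (camera, adjusted p = 0.34), with cry1b at -1.58 and per3 at -0.95. With total-count scaling the balance turned: 16 rose and 2 fell in autophagy and lysosome, 10 and 2 in the acute phase response, 9 and 2 among clock genes and 10 and 1 in heat shock, and 12 genes of the ATF4 response rose.

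Markers of other tissues were measured as well. Of 17 tested epidermal genes, 11 fell, 1 rose and 5 did not pass, also when adjusted over the list alone, with a median of -1.47 (camera, adjusted p = 2.1e-04, and adjusted p = 0.581 with an estimated correlation); the keratins krt91 (-2.74) and krt4 (-1.96) fell and icn rose by 1.68. Of 12 tested neuronal genes, 6 fell, 1 rose and 5 did not pass, with a median of -1.28 (camera, adjusted p = 0.0096, and adjusted p = 0.581 with an estimated correlation); nrxn1a (-2.60), snap25b (-3.12) and syn1 (-1.48) fell and mapta rose by 1.45. With no filter on low counts the neuronal median was -0.52 and camera did not pass (adjusted p = 0.17, in a range over the alternatives of 1.5e-04 to 0.58), and 3 of the genes fell when lipofermata replicate 1 was left out. Of 15 tested genes of striated muscle, 9 fell, with a median of -2.10 (camera, adjusted p = 0.012, and adjusted p = 0.676 with an estimated correlation); vehicle replicate 1 exceeded vehicle replicate 2 by a median of 1.40, and without vehicle replicate 1 the median was -0.65, with 2 genes lower, against -3.40 without vehicle replicate 2. Of 3 tested eye genes, 2 fell, with a median of -4.01 (camera, adjusted p = 0.091, in a range over the alternatives of 0.019 without lipofermata replicate 1 to 0.68 with an estimated correlation, and past the threshold with total counts, with the filter at 0.5 CPM and without vehicle replicate 1 or either lipofermata replicate), and the lens gene crybb1l3 went from 74 to 6 counts (-3.21 without vehicle replicate 2). Of 13 tested erythroid genes, 2 rose, with a median of -0.10 (camera, adjusted p = 0.76), and without vehicle replicate 2 the median was 0.91 (camera, adjusted p = 0.0037, in a range over the alternatives of 0.0037 to 0.94). Of 25 tested genes of the pancreas, 2 rose, which did not pass when adjusted over the list alone, with a median of 0.10 (camera, adjusted p = 0.74). Leaving out 1 library moved this list both ways: 20 rose and 2 fell without vehicle replicate 2 (median 0.75), 2 rose and 9 fell without vehicle replicate 1 (-0.23), 3 fell without lipofermata replicate 1 (-0.54) and 3 rose without lipofermata replicate 2 (0.62; camera, adjusted p = 0.0025, in a range over the alternatives of 0.0025 to 0.94). Of 11 tested intestinal genes, 1 rose and 4 fell (1 and 5 when adjusted over the list alone), with a median of -0.05 (camera, adjusted p = 0.34), with rbp2a at -2.18 (-3.06 without lipofermata replicate 1). Of 12 tested biliary genes, 3 rose and 4 fell (4 and 4 when adjusted over the list alone), with a median of -0.26 (camera, adjusted p = 0.92), and epcam rose from 52.7 ± 18.5 to 121 ± 3.32 CPM (SD, n = 2). With total-count scaling 4 rose and 3 fell among intestinal genes, and 4 biliary genes rose.

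The file also counts reads of an EGFP reporter, while the labels give the genotype as AB only. Elsewhere the paper uses a line that carries EGFP under a hepatocyte promoter and another that carries it in macrophages. The EGFP transcript stood at 818 and 711 CPM in the vehicle libraries and at 495 and 322 CPM in the lipofermata libraries, a log2 fold change of -0.90 (GFP, standard error 0.20, adjusted p = 0.0098 from edgeR's quasi-likelihood test). It did not pass without lipofermata replicate 2. The gene slc16a6a, whose genotype the paper checked, is not found in the file by name.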
